# Mitochondrial dysfunction–induced H3K27 hyperacetylation perturbs enhancers in Parkinson’s disease

**DOI:** 10.1172/jci.insight.138088

**Published:** 2021-09-08

**Authors:** Minhong Huang, Dan Lou, Adhithiya Charli, Dehui Kong, Huajun Jin, Gary Zenitsky, Vellareddy Anantharam, Arthi Kanthasamy, Zhibin Wang, Anumantha G. Kanthasamy

**Keywords:** Neuroscience, Epigenetics, Mitochondria, Parkinson disease

## Abstract

Mitochondrial dysfunction is a major pathophysiological contributor to the progression of Parkinson’s disease (PD); however, whether it contributes to epigenetic dysregulation remains unknown. Here, we show that both chemically and genetically driven mitochondrial dysfunctions share a common mechanism of epigenetic dysregulation. Under both scenarios, lysine 27 acetylation of likely variant H3.3 (H3.3K27ac) increased in dopaminergic neuronal models of PD, thereby opening that region to active enhancer activity via H3K27ac. These vulnerable epigenomic loci represent potential transcription factor motifs for PD pathogenesis. We further confirmed that mitochondrial dysfunction induces H3K27ac in ex vivo and in vivo (MitoPark) neurodegenerative models of PD. Notably, the significantly increased H3K27ac in postmortem PD brains highlights the clinical relevance to the human PD population. Our results reveal an exciting mitochondrial dysfunction-metabolism-H3K27ac-transcriptome axis for PD pathogenesis. Collectively, the mechanistic insights link mitochondrial dysfunction to epigenetic dysregulation in dopaminergic degeneration and offer potential new epigenetic intervention strategies for PD.

## Introduction

Since the first reports of *SNCA* mutation in the pathogenesis of Parkinson’s disease (PD) (1), investigations on genetic causes in PD have flourished and gained mainstream attention in the scientific community. However, genetic mutations at 15 loci explain only about 10%–15% of PD cases (2, 3). Notably, mutations of several key PD genes, including *PARK2* (Parkin), *PARK6* (PINK1), *SNCA*, and *LRRK2*, modify key mitochondrial functions (4, 5).However, environmental exposure and its interactions with genetic factors are expected to explain most PD cases. Many environmental neurotoxicants are known to impair mitochondrial functions. For example, the pesticide rotenone inhibits mitochondrial functionality by impairing oxidative phosphorylation and protein synthesis, leading to energy depletion (6, 7). Thus, mitochondrial dysfunction is key for both genetically and environmentally linked PD; however, the underlying mechanism remains unclear.

Recent studies imply that epigenomic alteration plays an important role in the neuropathology and etiology of PD (8). We previously discovered that neurotoxic pesticides induce the acetylation of core histones and apoptotic cell death in dopaminergic (DAergic) cell culture (9, 10). Increased acetylation of core histones in an animal model of PD and in human PD brains has been reported (11). Hyperacetylation makes neurons vulnerable to environmental toxicity, thereby increasing the risk of developing PD (9, 10, 12). However, the detailed mechanism of neurotoxic pesticide–induced histone modification and its core role in environmentally linked PD remain unclear.

Among many histone acetylation (HAc) marks, H3K27ac is a robust mark of active promoters and distal enhancers that are tightly coupled to gene expression and transcription factor (TF) binding (13–15). By marking the genome, H3K27ac acts as an epigenomic memory of environmental stimuli and mediates a stronger response upon subsequent stimulation. Aberrant H3K27ac modification triggered by environmental stimuli would consequently induce pervasive changes in gene expression. Altered gene expression is considered to be a fundamental hallmark of environmentally linked PD (16–18). Comprehensive genome-wide analysis of gene expression alterations and H3K27ac modifications can better elucidate the complex cooperative biological processes occurring in the genome during PD pathogenesis. However, such high-resolution analysis has never been performed in PD models to our knowledge, and the pattern by which H3K27ac modification responds to environmental stimuli and mitochondrial impairment to affect PD pathogenesis remains to be elucidated.

Here, we characterized H3K27 acetylation modification and mRNA transcription levels at certain genomic loci in multiple PD models, including DAergic neuronal cell cultures, ex vivo nigral brain slice culture, in vivo mouse models (MitoPark [MP]), and postmortem human PD brains. In addition, by integrated bioinformatics analysis of ChIP-Seq and RNA-Seq on mitochondria-impaired DAergic neuronal models, we identified the vulnerable epigenomic loci regulated by H3K27 hyperacetylation in both environment-linked and mitochondrial genetic mutation–linked DAergic neurodegeneration.

## Results

### Genome-wide hyperacetylation profiling identifies H3K27ac as a key lysine acetylation site in mitochondria-impaired DAergic neuronal cells.

Our previous studies (9, 10) demonstrated for the first time to our knowledge that exposure to neurotoxic pesticides induces global acetylation of core histones H3/H4, and that pharmacological inhibition of histone hyperacetylation protects against neurotoxic pesticide–induced DAergic neurotoxicity. However, the exact patterns of HAc and its mechanism upon mitochondrial dysfunction remain to be elucidated (19, 20). To this end, we exposed DAergic N27 neuronal cells to the mitochondrial complex I inhibitor rotenone in a low-dose exposure paradigm (1 μM for 3 hours) and performed a quantitative histone acetylome analysis to map the lysine acetylation (Kac) sites of the core histones.

Although short-term rotenone exposure was sufficient to impair mitochondrial function, it only induced a small time-dependent decline in viability not exceeding 10% (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.138088DS1). We then characterized and confirmed its mitochondrial dysfunction. Our JC-1 assay shows a decreased red/green ratio in the rotenone-treated cells (Supplemental Figure 2, A and B), indicative of increased depolarization of the mitochondrial membrane. MitoTracker probe staining revealed increased mitochondrial circularity and damaged mitochondrial structure in rotenone-treated cells (Supplemental Figure 2, C and D). The functional consequences of the mitochondrial damage emerged as reductions in basal respiration rate, spare respiratory capacity, proton leak, and ATP production in the rotenone-treated cells, as revealed by extracellular flux analyses (Supplemental Figure 2, E–G). A cell energy phenotype test shows that rotenone also stressed metabolic activity as measured by the oxygen consumption rate and extracellular acidification rate/glycolysis (Supplemental Figure 2H). Moreover, oxidative stress was induced in rotenone-treated N27 cells as indicated by markedly increased mitochondrial ROS production in the MitoSox assay (Supplemental Figure 2, I and J). Next, from our AcetylScan method, among 3165 (out of 3171) Kac peptides, the fold changes of which exceeded 2.5-fold, we found that histone H3 exhibited substantially higher fold changes in mitochondria-impaired N27 neuronal cells than in untreated cells. Consistent with our previous data (9, 10) as well as published studies (21, 22), these results suggest that PD-related mitochondrial impairment induces H3 hyperacetylation. A histone H3 peptide containing di-acetylated lysine sites at both K27 and K36 displayed the highest HAc increase (99.2-fold) compared with control (Table 1, nos. 1 and 2). To eliminate the possibility that the highest peak of this peptide was attributable to the K36ac site rather than K27ac, we further tested the peptide of a single H3K36ac site (Table 1, no. 3). H3K36ac increased only 4.9-fold, whereas another histone H3 peptide containing both K27 and K36 ac sites from histone variant H3.3B increased 47.1-fold, indicating that acetylation of K27, but not that of K36, causes the highest increase in HAc detected and may contribute to the corresponding gene expression reprofiling. Since H3K27ac and H3K36ac peaked together in both peptide sequences, H3K36ac likely facilitates H3K27ac to produce distinct outcomes in response to neurotoxicity, rather than H3K27ac alone reacting to cellular stress.

To validate the proteome-wide Kac results in histone H3, we probed rotenone-treated N27 cells for H3K27ac by Western blotting. We used rabbit polyclonal antibodies that recognize the same epitopes within the internal region of H3K27ac in AcetylScan. Immunoblot analysis revealed that H3K27ac increased significantly in rotenone-exposed and mitochondria-impaired N27 cells (Figure 1, A–D), whereas H3K36ac showed minimal accumulation (data not shown). To further establish the elevated H3K27ac response to mitochondrial dysfunction, we added a complementary cellular model with a mitochondrial genetic mutation for independent confirmation. Conditionally knocking out transcription factor A, mitochondrial (TFAM), which normally functions in genomic transcription regulation and controls mitochondrial biogenesis (23), in the nigral DAergic cells of mice produces mitochondrial dysfunction that leads progressively to a suite of neural and behavioral deficits recapitulating PD (24). Using a CRISPR/Cas9 gene-editing method, we generated a stable TFAM-KO N27 cell line. Using a similar set of analyses as described above (Supplemental Figure 2), we also confirmed mitochondrial dysfunction in the TFAM-KO DAergic cell model (Supplemental Figure 3) and a more than 90% loss of TFAM protein through immunoblot (Supplemental Figure 4). In immunocytochemistry, both rotenone-exposed and TFAM-KO cells showed significantly elevated signal intensities of H3K27ac in the nucleus (Figure 1, E, G, and H; red) but the H3K36ac signal was much less affected (Figure 1, F–H), indicating that the H3K27 site is more sensitive to hyperacetylation than the H3K36 site during mitochondrial dysfunction.

Collectively, these findings suggest that acetylation of the H3K27 site, and not that of H3K36, is the primary response to mitochondrial dysfunction in DAergic neuronal cells.

### Rotenone-exposed and TFAM-KO N27 DAergic neuronal cells share similar transcriptomic alterations.

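N27 cells are a rat dopaminergic neuronal cell line. Their RNA was sequenced from 4 groups of cultures with 3 libraries each: control cultures, rotenone-treated cultures, CRISPR control cultures and TFAM-KO cultures. Rotenone-treated cultures were compared with the control cultures, and TFAM-KO cultures with the CRISPR control cultures, so that the comparisons have no library in common. The low-dose rotenone paradigm given above is 1 μM for 3 hours, and the paper's text does not restate dose and time for the RNA libraries. Poly(A)-containing RNA was made into strand-specific libraries, and the authors aligned the reads to the rat genome and counted them on RefSeq transcripts. The authors deposited the result as RPKM, read counts normalized to transcript length and to the mapped reads of the library, in a table for each comparison, and state no further scaling between libraries. The rotenone table lists 8153 transcripts under 8152 gene symbols, and the TFAM-KO table 8112 transcripts under 8111. In both tables the larger of the 2 group means was at least 3.0 RPKM for each listed transcript, so genes below that level in both groups of a table are outside these data. Each table was fitted alone with limma on log2(RPKM + 0.5), with a spread that may vary with abundance and Benjamini-Hochberg adjustment. Transcripts were called at an adjusted p of at most 0.05 and a log2 fold change of at least 0.585 in either direction. Fold changes are on the log2(RPKM + 0.5) scale, which understates the change of weakly expressed transcripts. For a single gene, an exact two-sided permutation test of 3 libraries against 3 cannot give a p below 0.1. The number of reads per library is unknown. The steps between the values of 40 weakly expressed transcripts gave the depths relative to each other. With the first control library set to 1, the other controls were at 1.27 and 1.19 and the rotenone libraries between 1.08 and 1.33. The CRISPR control libraries were between 0.643 and 0.716 and the TFAM-KO libraries between 0.535 and 0.889, so low values are coarser in that table.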

Having established that mitochondrial dysfunction leads to significant changes in Kac profiles, we next determined its consequence for the transcriptome by performing RNA-Seq analyses (3 biological replicates) on both rotenone-treated and TFAM-KO N27 cells. Principle component analysis and hierarchical clustering segregated the transcriptomic profiles of normal N27 cells from rotenone-exposed or TFAM-KO N27 cells (Supplemental Figure 5, A and B).

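In a principal component analysis of the log2 values centered per transcript, PC1 carried 80.5% of the variance among the rotenone and control libraries. The control libraries lay at -22.1 ± 2.99 (SD, n = 3) on PC1 and the rotenone libraries at 22.1 ± 1.21 (SD, n = 3). The gap between the groups was 40.4, against a range of 5.79 within the controls and 2.30 within the rotenone libraries. Among the TFAM-KO and CRISPR control libraries, PC1 carried 81.3% of the variance, with the CRISPR controls at -23.8 ± 6.41 (SD, n = 3) and the TFAM-KO libraries at 23.8 ± 0.279 (SD, n = 3). Replicate 3 of the CRISPR controls lay apart from the other 2, at -16.4, and the gap between the groups was still 39.8. Without that library PC1 rose to 87.2%, the largest move of this share among the alternatives. Average-linkage clustering on Pearson correlation put the 3 libraries of each group together in both tables. Pearson's r across transcripts, which are not independent replicates, ran from 0.988 to 0.994 within the groups of the rotenone table and from 0.936 to 0.951 between them. In the TFAM-KO table it ran from 0.984 to 0.993 within the groups and from 0.932 to 0.952 between them.

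**Figure D1:**
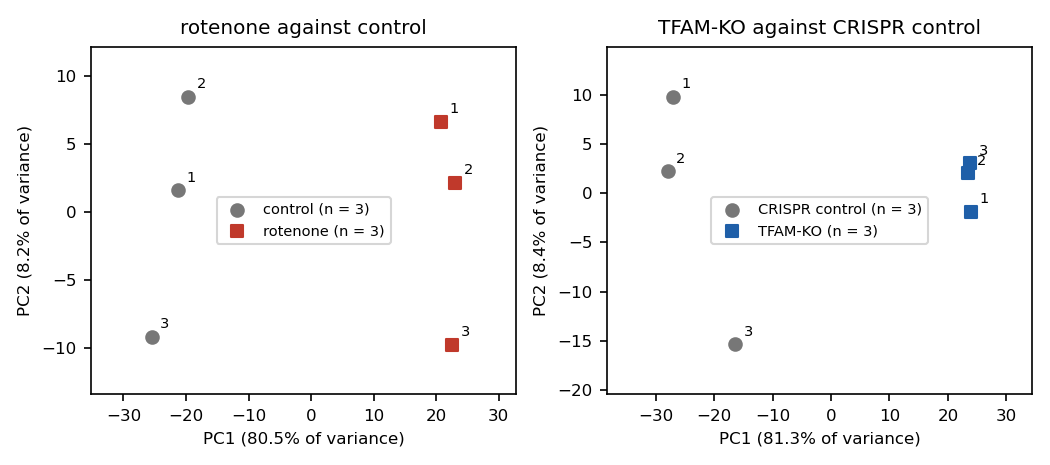
PC1 against PC2 of log2(RPKM + 0.5), centered per transcript, for the 6 libraries of each table. Each point is 1 library, the numbers are replicate numbers, and the groups separate along PC1 in both tables.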

We observed that rotenone exposure upregulated 644 genes and downregulated 767 genes (Figure 2A), based on an FDR cutoff of 0.05 (FDR ≤ 0.05) and a greater than 1.5-fold change (log_2_FC ≥ 0.585) in differential expression analysis. 

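Of the 8153 transcripts of the rotenone table, 927 were called higher and 443 lower with rotenone. An adjusted p of at most 0.05 alone (limma with Benjamini-Hochberg adjustment) was reached by 4237 transcripts, and 12 transcripts past the fold threshold were not called. The median absolute log2 fold change of the called transcripts was 0.77, against a median SD between replicates of 0.11. For 98.3% of the called transcripts the 3 rotenone libraries did not overlap the 3 controls, as against 59.7% of all transcripts and 10% by chance. The alternative that moved these counts most was limma's treat, which tests against the fold threshold itself and left 188 higher and 133 lower. The direction of the calls depended on the scaling between libraries. The median log2 fold change of all transcripts was 0.13 in the RPKM values, and median-of-ratios scaling shifted it by -0.12. Relative to that scaling, 573 transcripts were called higher and 678 lower, and all 443 transcripts called lower in the RPKM values were among them. In the authors' deposited table, 1411 transcripts pass the same thresholds. Of the transcripts called here, 1080 were also called in the authors' deposited table in the same direction and 290 were not, and 331 were called in that table only. Across transcripts, the fold changes correlated with those of the authors' deposited table with a Pearson's r of 0.983, and lay above them by a median of 0.13.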

To determine how the identified differentially expressed genes (DEGs) relate to relevant PD pathways, we performed Gene Ontology (GO) enrichment analysis for biological processes. We further validated our RNA-Seq results with quantitative reverse transcription PCR (RT-qPCR) analyses for 5 selected genes (*Adiport1*, *Btg2*, *Gnas*, *Rnf2*, and *Tmem183a*) (Figure 2B), which are related either to mitochondrial or neuronal functions. 

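The 5 genes were each listed as a single RefSeq transcript, and the rotenone libraries lay above the control libraries for all of them. Adipor1 rose from 97.4 ± 3.78 to 232 ± 10.2 RPKM (SD, n = 3), a log2 fold change of 1.25 (standard error 0.08, limma adjusted p = 5.97e-06 with Benjamini-Hochberg adjustment). Btg2 rose from 18.6 ± 2.09 to 42.9 ± 1.25 RPKM, and Gnas from 57.5 ± 2.63 to 121 ± 4.68 RPKM, with log2 fold changes of 1.19 and 1.07. The largest change was that of Rnf2, from 33.6 ± 3.62 to 170 ± 8.07 RPKM (SD, n = 3), a log2 fold change of 2.32 (standard error 0.09, limma adjusted p = 4.25e-07 with Benjamini-Hochberg adjustment). Tmem183a rose from 32.4 ± 2.51 to 107 ± 4.41 RPKM, a log2 fold change of 1.71. The exact permutation test gave p = 0.1 for each gene, the smallest p of this design. The 5 genes stayed past the thresholds under every alternative setting, treat included. Btg2, Tmem183a, Adipor1 and Rnf2 lie within 1 stretch of neighbouring genes in the order of the GRCr8 assembly. The median log2 fold change of the 24 nearest listed neighbours was 0.32 for Btg2 and for Tmem183a, 0.41 for Adipor1, 0.64 for Rnf2 and 0.02 for Gnas, which lies elsewhere. Gapdh, the RT-qPCR reference gene, had a log2 fold change of -0.05 in the sequencing data and was not called.

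**Figure D2:**
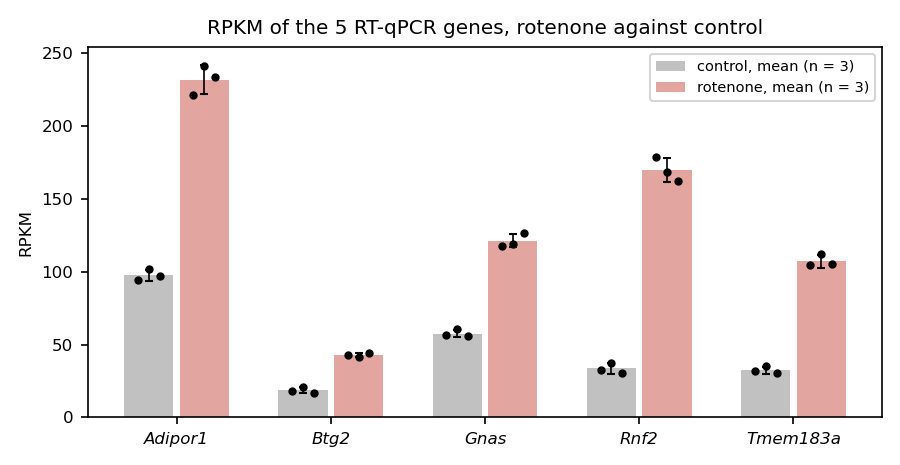
RPKM of Adipor1, Btg2, Gnas, Rnf2 and Tmem183a in control and rotenone-treated N27 cells. Bars are means, error bars are SD and dots are the 3 libraries of each group; the 3 rotenone dots lie above the 3 control dots for each gene.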

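Enrichment was tested with 14 lists of gene symbols written by hand for the processes the paper names, since GO annotation was not used here. Each list was compared with all transcripts of the table by a one-sided Fisher's exact test, for higher and for lower calls, with Benjamini-Hochberg adjustment over the 28 tests. With rotenone, 4 of the 28 tests passed an adjusted p of 0.05 and 6 an unadjusted p of 0.05. These 4 were TNF signaling, cilium assembly, Wnt signaling and PI3K/AKT signaling, each for higher calls. Of 40 listed Wnt signaling genes in the table, out of 83 on the list, 12 were called higher against 4.55 expected (Fisher's exact test, adjusted p = 0.011). Ror2 had the largest change among them, a log2 fold change of 1.70, and Notum was called lower at -1.47. The Wnt result was no longer past the threshold under any of the 3 scaling alternatives. It was also lost with a mean of at least 5 RPKM, under treat, without control replicate 2 and without any 1 of the 3 rotenone replicates. The PI3K/AKT result was lost in the same fits, except with a mean of at least 5 RPKM, and also with a pseudocount of 0.1 and without control replicate 3. Of 38 NF-κB signaling genes, 8 were called higher against 4.32 expected (adjusted p = 0.241) and 1 was called lower, Ikbke, at a log2 fold change of -2.58. For apoptosis, 8 of 43 genes were called higher against 4.89 expected (adjusted p = 0.38) and 3 lower, among them Casp4 at -1.71 and Casp1 at -1.36. For protein quality control in the endoplasmic reticulum, 2 of 58 genes were called higher against 6.59 expected, among them Edem3 at 2.99, and 4 lower against 3.15 expected (adjusted p = 0.919), Selenos at -1.08 among them. Edem3 lies in the same stretch of neighbouring genes as Rnf2. For the oxidative stress response, 6 of 46 genes were called higher against 5.23 expected (adjusted p = 0.919). For the hypoxia response, 10 of 41 were called higher against 4.66 expected (adjusted p = 0.0805), with Hif1an at 1.24. Respiratory chain complex I had 4 higher calls and 1 lower call among 45 genes, and cholesterol metabolism 2 higher and 1 lower among 38. The count of tests past the threshold moved most under treat, to 0. In limma's camera with a preset correlation of 0.01, cilium assembly alone passed (Benjamini-Hochberg adjusted p = 0.0251). With the correlation estimated from the data no list passed, and with limma's fry 9 of the 14 lists did, all toward higher values. The median of all transcripts was itself above 0 in this table.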

Rotenone-induced DEGs were mainly enriched in the biological processes related to the Wnt signaling pathway, NF-κB translocation, transcription regulation, cell apoptosis, endoplasmic reticulum protein quality control, and cellular stress responses (Figure 2C).

In the TFAM-KO N27 cell model, TFAM KO upregulated 813 genes and downregulated 862 genes based on the same criteria applied to rotenone-treated N27 cells (Figure 2D). 

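Tfam transcript was listed at 30.6, 33.3 and 40.0 RPKM in the 3 CRISPR control libraries and at 36.2, 39.1 and 40.3 RPKM in the 3 TFAM-KO libraries. Its log2 fold change was 0.16 (standard error 0.10, limma adjusted p = 0.228 with Benjamini-Hochberg adjustment; exact two-sided permutation test, p = 0.3). The libraries of the 2 groups overlap, and a transcript can persist where an edit removes the protein, so these values do not check which libraries are knockouts. TFAM protein was measured by immunoblot (Supplemental Figure 4). Of 8112 transcripts, 1190 were called higher and 478 lower in TFAM-KO cells. In these, the median absolute log2 fold change was 0.79, with a median SD between replicates of 0.12. The groups did not overlap for 99.0% of the called transcripts and for 60.4% of all transcripts. Under treat, 259 transcripts were higher and 128 lower. The median log2 fold change of all transcripts was 0.14, and median-of-ratios scaling shifted it by -0.14 and left 735 higher and 798 lower calls, with all 478 lower calls of the RPKM values among the latter. Without replicate 3 of the CRISPR controls, the library that lay apart on PC1, 1491 transcripts were called higher and 521 lower. The authors' deposited table holds 1675 transcripts past the same thresholds, of which 1285 were also called here in the same direction. A further 383 were called here only and 390 in the authors' deposited table only. The Pearson's r with the fold changes of the authors' deposited table was 0.978 across transcripts.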

We also validated our RNA-Seq results from TFAM-KO N27 cells with the 5 genes selected above for RT-qPCR assay and confirmed their expression changes (Figure 2E). 

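In TFAM-KO cells, Rnf2 was at 143 ± 6.48 RPKM against 27.6 ± 3.81 RPKM in the CRISPR controls (SD, n = 3), a log2 fold change of 2.36 (standard error 0.10, limma adjusted p = 9.92e-07 with Benjamini-Hochberg adjustment). Tmem183a rose from 33.0 ± 3.46 to 111 ± 6.76 RPKM (SD, n = 3), a log2 fold change of 1.74. Adipor1 went from 87.6 ± 4.36 to 197 ± 10.8 RPKM, and Btg2 from 19.9 ± 2.31 to 45.5 ± 1.76 RPKM, with log2 fold changes of 1.16 and 1.18. Gnas had the smallest change, from 61.8 ± 1.99 to 125 ± 7.53 RPKM (SD, n = 3), a log2 fold change of 1.01 (standard error 0.08, limma adjusted p = 2.34e-05 with Benjamini-Hochberg adjustment). No TFAM-KO library overlapped a CRISPR control library for any of the 5 genes, which stayed past the thresholds under every alternative setting. The 24 nearest listed neighbours had a median log2 fold change of 0.82 for Rnf2, 0.26 for Adipor1, 0.24 for Btg2 and 0.01 for Gnas. Gapdh fell by 0.47 on the log2 scale in TFAM-KO cells, short of the fold threshold in the RPKM values. It passed the threshold under each scaling alternative, at -0.61 under median-of-ratios scaling.

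**Figure D3:**
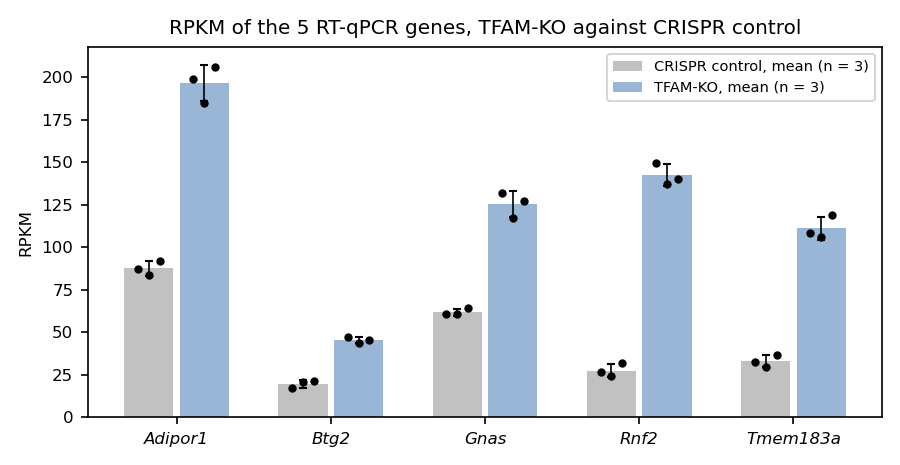
RPKM of the 5 RT-qPCR genes in CRISPR control and TFAM-KO N27 cells. Bars are means, error bars are SD and dots are the 3 libraries of each group, with no overlap between the groups for any gene.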

GO enrichment analysis revealed that the TFAM-KO–induced DEGs were enriched in biological processes similar to those observed with rotenone-induced DEGs (Figure 2F).

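With the same lists, 5 of the 28 tests passed an adjusted p of 0.05 in TFAM-KO cells and 7 an unadjusted p of 0.05. NF-κB signaling had 13 of 38 genes called higher against 5.57 expected (Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.0251). Ikbke, at -2.96, was its only lower call, and Il1rap rose by 1.11. This result was lost under each scaling alternative, under treat and in 5 of the 6 fits that left out 1 library. Whether the NF-κB genes respond differently to TFAM loss and to rotenone was not tested as a set. The other lists past the threshold were TNF signaling, Wnt signaling, cilium assembly and PI3K/AKT signaling, again for higher calls. PI3K/AKT was lost with a pseudocount of 0.1, a mean of at least 5 RPKM, ribosomal RNA left out, the ordinary equal-variance model and treat. It was also lost without CRISPR control replicate 3 and without TFAM-KO replicate 2 or 3. Wnt and cilium assembly were lost with a mean of at least 5 RPKM, under treat and without TFAM-KO replicate 2. TNF and Wnt were lost without CRISPR control replicate 3, and cilium assembly without CRISPR control replicate 2. Wnt signaling had 13 of 39 genes called higher against 5.72 expected, with Ror2 at 1.70 and Notum again lower, at -1.74. Apoptosis had 8 of 44 called higher against 6.45 expected (adjusted p = 0.831) and 3 called lower, among them Casp4 at -2.07 and Casp1 at -1.97. Protein quality control in the endoplasmic reticulum had 5 higher calls against 8.51 expected and 4 lower calls against 3.42 expected. Oxidative stress response had 8 higher calls against 7.19 expected and 4 lower calls against 2.89 expected. Hypoxia response had 12 of 42 called higher against 6.16 expected (adjusted p = 0.0692). It passed the threshold without TFAM-KO replicate 3 (Fisher's exact test, adjusted p = 0.0204). Among respiratory chain complex I genes, 4 were called higher and 3 lower, and among cholesterol metabolism genes 6 and 2. The count of tests past the threshold fell to 1 without replicate 3 of the CRISPR controls, without replicate 2 of the TFAM-KO libraries and under treat. Camera passed no list in TFAM-KO cells, and fry passed 8, all toward higher values.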

With a large number of genes perturbed in both models, we characterized the extent to which rotenone exposure and TFAM KO shared effects on transcription. The data revealed that most the of up- or downregulated genes were shared in both cell models, including 509 out of 645 rotenone- and 814 TFAM-KO–upregulated genes (Figure 3A) and 619 out of 768 rotenone- and 862 TFAM-KO–downregulated genes (Figure 3B); detailed annotation and fold-change values for these DEGs are summarized in Supplemental Table 1. 

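Both tables list 8005 transcripts in common. Among these, 894 were called higher with rotenone and 1174 in TFAM-KO cells, and 771 were called higher in both, against 131 expected for independent calls (odds ratio 104). Of the lower calls, 424 with rotenone and 460 in TFAM-KO cells, 348 were shared against 24.4 expected (odds ratio 305). The shared calls make up 86.2% of the higher and 82.1% of the lower calls with rotenone, and 65.7% and 75.7% of those in TFAM-KO cells. No transcript was called in opposite directions. The log10 of the hypergeometric p was -622.6 for the higher and -425.7 for the lower calls, with transcripts taken as independent, which they are not. The controls of the comparisons are separate libraries, and no pair of the 12 libraries holds identical values. The alternative that moved the overlap most was treat, with 141 shared higher and 94 shared lower calls. Under median-of-ratios scaling 458 higher and 550 lower calls were shared. Of the transcripts called with rotenone only, 197 of 199 changed in the same direction in TFAM-KO cells. All 515 called in TFAM-KO cells only changed in the same direction with rotenone.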

Our RNA-Seq and RT-qPCR results above agree in both the direction and magnitude of fold change for the 5 selected genes (Figure 2, B and E). Together, these results indicate that environmental neurotoxicant exposure and TFAM genetic mutation induce similar transcriptomic alterations linked to specific biological functions.

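Across the transcripts in both tables, the log2 fold changes of the 2 comparisons had a Pearson's r of 0.945 and a Spearman's rho of 0.928. These describe transcripts, which are not independent replicates. The sign was the same for 89.8% of all transcripts and for 99.8% of those called with rotenone. Leaving out rotenone replicate 2 moved r most among the alternatives, to 0.932. Over the shared calls, the SD of the log2 fold changes in TFAM-KO cells was 1.05 times that with rotenone. Between libraries, r ran from 0.967 to 0.984 for rotenone and TFAM-KO libraries and from 0.954 to 0.980 for the control and CRISPR control libraries. Between control and TFAM-KO libraries it ran from 0.918 to 0.946. The difference between the responses was tested in a single limma fit of the 12 libraries, an alternative chosen after seeing the data. No transcript had an adjusted p of at most 0.05 (Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was found for 380 transcripts, against 400.2 by chance, and 32 transcripts differed by more than 1.5-fold. Part of the response followed the order of genes in the GRCr8 assembly. The running median of the log2 fold change over 25 neighbouring genes varied 4.74 times as much as in shuffled order with rotenone. The same ratio was 4.196 in TFAM-KO cells. From the shared up- and downregulated genes, together with the RT-qPCR of the selected genes, the paper concludes that exposure to the toxicant and loss of TFAM alter the transcriptome in similar ways.

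**Figure D4:**
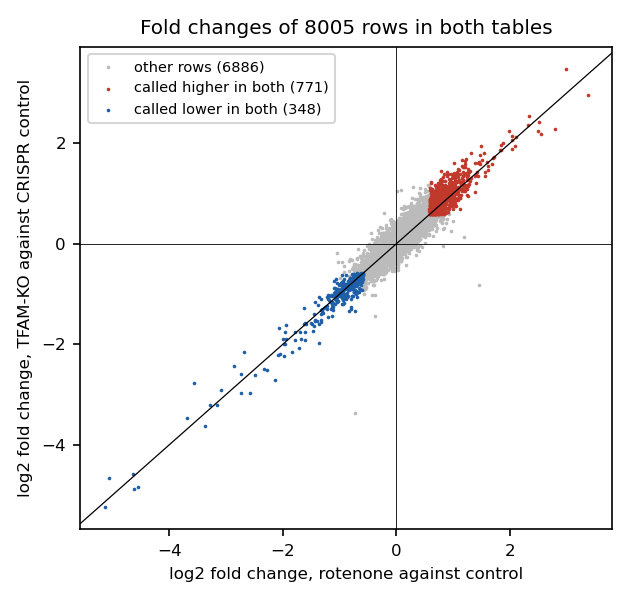
Log2 fold change with rotenone (x axis) against log2 fold change in TFAM-KO cells (y axis) for each transcript in both tables, on the log2(RPKM + 0.5) scale. Red and blue points were called higher and lower in both comparisons, gray points are the others, and the diagonal marks equal change.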

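Among the 771 transcripts called higher in both comparisons, cilium assembly genes numbered 15 of the 54 members of that list present in both tables, against 5.2 expected (Fisher's exact test with Benjamini-Hochberg adjustment over 28 tests, adjusted p = 0.00255). Dync2li1, an intraflagellar dynein subunit gene, changed most among them, by a log2 fold change of 2.49 with rotenone and 2.24 in TFAM-KO cells. Arl6 rose by 1.00 and 1.04. Wnt signaling genes numbered 11 of 39 against 3.76 expected (adjusted p = 0.00579). Apoptosis genes numbered 7 of 43 against 4.14 expected (adjusted p = 0.357). The proteasome list, taken for protein catabolism, had 3 of 44 against 4.24 expected, among them Psmb10 at 0.84 and 0.82 and Psmb8 at 0.76 and 0.67. Psmb8 fell below the fold threshold in TFAM-KO cells under each scaling alternative. Hypoxia response genes numbered 10 of 41 against 3.95 expected (adjusted p = 0.0256). The hypoxia result was lost under each of the 3 scaling alternatives, with a pseudocount of 1, with a mean of at least 5 RPKM, in the ordinary equal-variance linear model, under treat and in 5 fits without 1 library. The Wnt result was lost under each scaling alternative, with a mean of at least 5 RPKM, under treat and without rotenone replicate 3. Cilium assembly was lost only with ribosomal RNA left out and under treat. In all, 5 of the 28 tests on shared calls passed. This number fell most, to 0, under treat and where ribosomal RNA was left out and the libraries rescaled, and to 2 under median-of-ratios scaling and under quantile normalization. The largest rises in both comparisons were those of Edem3, Lypd5, Tmem47, Colec12 and Vgf. Vgf rose by 2.33 with rotenone and 2.55 in TFAM-KO cells, and Colec12 by 2.79 and 2.29. Lypd5 was listed at 0 in the 3 CRISPR control libraries and in 2 of the 3 control libraries, and at 5.20 ± 0.807 RPKM with rotenone (SD, n = 3).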

Further GO enrichment analysis showed that these overlapping upregulated genes were mainly enriched in the biological processes related to cilium morphogenesis, transcription, Wnt signaling, neuron apoptosis, and protein catabolic processes. Overlapping downregulated genes were largely enriched in the biological processes associated with the ERK1/2 cascade, branching structure, NF-κB signaling, oxidative stress, and protein ubiquitination (Figure 3C).

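None of the 14 lists passed an adjusted p of 0.05 among the 348 transcripts called lower in both comparisons (Fisher's exact test with Benjamini-Hochberg adjustment). ERK1 and ERK2 cascade genes had 2 shared lower calls against 2.0 expected, among them Bdnf, which fell by 1.69 on the log2 scale with rotenone and by 1.75 in TFAM-KO cells. Oxidative stress response genes had 2 shared lower calls against 2.0 expected. Other members were called higher in both, among them Mt1, by 1.26 with rotenone and 1.18 in TFAM-KO cells, and Ftl1, by 1.01 and 1.33. Ftl1 varied widely between replicates, at 31.2 ± 10.4 RPKM in the controls (SD, n = 3), and was not called under the ordinary equal-variance linear model per transcript. NF-κB signaling genes had 1 shared lower call against 1.65 expected. The proteasome list had 0 against 1.91, and no list of ubiquitination enzymes or of branching structure genes was tested. The largest shared falls were those of Gja1, Sema3d, Msln, Fst and Grb10. Gja1 went from 41.3 ± 2.22 to 0.747 ± 0.493 RPKM with rotenone (SD, n = 3), a log2 fold change of -5.13 (limma adjusted p = 5.19e-07 with Benjamini-Hochberg adjustment). In TFAM-KO cells it went from 33.5 ± 0.588 to 0.402 ± 0.0576 RPKM (SD, n = 3), a log2 fold change of -5.24.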

In addition, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotation was performed to explore the function of the parental genes of the overlapping DEGs from which multiple pathways were identified (Figure 3D). With many DEGs involved, the metabolic pathway was not only the most enriched pathway but also the pathway of highest significance. 

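PI3K/AKT signaling genes called higher in both comparisons numbered 14 of 57 against 5.49 expected (Fisher's exact test with Benjamini-Hochberg adjustment over 28 tests, adjusted p = 0.00579). Pik3r3, a regulatory subunit gene of PI3K, rose by 1.22 with rotenone and by 1.40 in TFAM-KO cells. Another member, Col1a1, fell from 182 ± 10.9 to 42.5 ± 4.03 RPKM with rotenone (SD, n = 3) and from 176 ± 21.1 to 37.4 ± 0.969 RPKM in TFAM-KO cells (SD, n = 3). TNF signaling genes numbered 14 of 50 against 4.82 expected (adjusted p = 0.00255). In that list Cxcl2 rose by 1.62 and 1.47, and Edn1 by 1.57 and 1.36. AMPK signaling genes numbered 8 of 44 against 4.24 expected (adjusted p = 0.245). Prkaa2, which encodes a catalytic subunit of AMPK, rose from 0.680 ± 0.0246 to 4.35 ± 0.366 RPKM with rotenone (SD, n = 3), a log2 fold change of 2.04 (limma adjusted p = 3.98e-06 with Benjamini-Hochberg adjustment). In TFAM-KO cells it rose from 0.495 ± 0.0664 to 3.20 ± 0.377 RPKM, a log2 fold change of 1.89. The lower calls of these lists were 2, 3 and 1, against 2.48, 2.17 and 1.91 expected for PI3K/AKT, TNF and AMPK signaling. The PI3K/AKT result was not past the threshold under any scaling alternative. The TNF result was lost where ribosomal RNA was left out and the libraries rescaled, and under treat. In the comparisons taken singly, TNF signaling had 17 of 51 genes called higher with rotenone against 5.8 expected (adjusted p = 0.000493) and 17 of 50 in TFAM-KO cells against 7.33 expected (adjusted p = 0.0136). The former was lost with ribosomal RNA left out and under treat, and the latter without CRISPR control replicate 3.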

Additional pathways highly relevant to PD included the apoptosis-related PI3K/AKT signaling pathway, the AMPK signaling pathway activated by falling energy levels yet exacerbating cell death (25), and the TNF signaling pathway associated with mediating neurotoxicity. Collectively, these pieces of evidence further highlight our hypothesized mitochondrial dysfunction-metabolite-H3K27ac-transcriptome axis underlying PD pathogenesis.

### H3K27ac ChIP-Seq identification of vulnerable genomic loci upon mitochondrial impairment.

We next identified what epigenomic loci became more vulnerable to H3K27ac modification and what TFs were activated. We did ChIP-Seq analyses in both rotenone-treated N27 and TFAM-KO N27 cells by using our previously characterized anti-H3K27ac Ab (26). Genome-wide H3K27ac signals were analyzed following our established pipeline.

Hierarchical clustering analysis using affinity score (read count) data showed that H3K27ac had similar binding intensities among all of our samples, its distribution was closely correlated among biological replicates, and was discernibly redistributed upon either rotenone exposure or TFAM KO (Supplemental Figure 5, C and D). Annotation for these identified H3K27ac peaks reveals that approximately 25% of these peaks intersected with annotated genes or their proximal promoters (hereafter defined as gene promoter regions located within 3 kb upstream and downstream of the transcription start sites), although most of these peaks (approximately 57%) corresponded to noncoding intragenic and distal intergenic regions (Figure 4A and Supplemental Figure 5, E and F). The genomic distribution of H3K27ac did not differ significantly between rotenone-treated and TFAM-KO cells.

When examining whether mitochondrial impairment triggers H3K27ac modification, we found that 11.5% of H3K27ac peaks were significantly changed after rotenone treatment and 8.0% of H3K27ac peaks were significantly changed after TFAM-KO cell treatment (Supplemental Figure 5G). By looking into the genomic distribution of these altered H3K27ac enrichments, 2.79% and 2.82% of H3K27ac peaks at annotated genes and their gene promoter regions were significantly changed after rotenone and TFAM-KO cell treatment, respectively (Figures 4B and Supplemental Figure 5G). Using H3K27ac as an enhancer-specific histone modification mark, we found that 16.6% and 10.9% of H3K27ac peaks at distal intergenic regions and noncoding intragenic regions (hereafter called enhancer regions) were significantly changed after rotenone and TFAM-KO cell treatment, respectively (Figure 4C and Supplemental Figure 5G). These results indicate that large numbers of enhancers defined by the H3K27ac mark were sensitive to mitochondrial impairment, which has implications for enhancer-specific gene regulation related to PD pathogenesis.

We next determined whether H3K27ac modifications were responsible for any gene transcription alterations (13, 26). By integrating the RNA-Seq data, we found that approximately 30% of the genes modulated by either rotenone exposure or TFAM-KO cells had undergone altered H3K27ac enrichment (Figure 4D). Among those altered H3K27ac signals, 10%–12% were located at promoter regions, whereas more than 80% were located at enhancer regions (Figure 4E). GO analysis revealed that a significant number of the DEGs associated with the H3K27ac modification in both models are implicated in biological processes such as organ development, cell proliferation and differentiation, nervous system development, and Wnt signaling transduction (Figure 5A). Thus, H3K27ac provides an epigenetic signature that distinguishes genes regulated in neural dysfunction induced by mitochondrial impairment, with consistent alteration of transcription and H3K27ac enrichment occurring at promoter and/or enhancer regions, such as *Adipor1*, *Gnas*, *Rnf2*, *Tmem47*, *Btg2*, and *Fgf5* (Figure 5B).

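In the RNA data behind these 6 genes, Tmem47 rose from 2.99 ± 0.418 to 19.4 ± 2.30 RPKM with rotenone (SD, n = 3), a log2 fold change of 2.51 (standard error 0.12, limma adjusted p = 9.51e-07 with Benjamini-Hochberg adjustment). In TFAM-KO cells it rose from 2.91 ± 0.637 to 17.6 ± 1.17 RPKM (SD, n = 3), a log2 fold change of 2.42 (standard error 0.14, limma adjusted p = 3.33e-06 with Benjamini-Hochberg adjustment). Fgf5 rose from 14.7 ± 0.647 to 60.1 ± 8.01 RPKM with rotenone, a log2 fold change of 1.99, and from 8.71 ± 0.703 to 43.0 ± 4.80 RPKM in TFAM-KO cells, a log2 fold change of 2.24 (SD, n = 3). With 1 library left out in turn, the log2 fold change of Adipor1 stayed between 1.22 and 1.28 with rotenone and between 1.13 and 1.21 in TFAM-KO cells. The 6 genes were past the thresholds in both comparisons under every alternative setting. Adipor1, Btg2 and Rnf2 lie in a stretch of 41 listed genes from Btg2 to Edem3 in the order of the GRCr8 assembly, of which 40 were higher in both comparisons and 32 were called in both. The median log2 fold change of the stretch was 0.95 with rotenone and 0.98 in TFAM-KO cells. The 25 genes before it had medians of -0.00 and 0.04, and the 25 genes after it -0.14 and -0.17. Gnas, Tmem47 and Fgf5 lie on other chromosomes, and their neighbours had medians of at most 0.30. After the neighbours' median was subtracted, the log2 fold change with rotenone was 0.83 for Adipor1, 0.87 for Btg2, 1.05 for Gnas, 1.68 for Rnf2, 2.28 for Tmem47 and 1.83 for Fgf5. Btg2 opens the stretch, and Adipor1 and Rnf2 lie near its ends, so their neighbours include genes outside it. With rotenone these neighbours had medians of 0.41 for Adipor1, 0.32 for Btg2 and 0.64 for Rnf2, below the 0.95 of the stretch. For these genes the subtraction thus removes less than the shift of the stretch. The H3K27ac ChIP-Seq data were not analysed here.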

### Characterization of TF-binding motifs specific to mitochondrial impairment.

Given that multiple genomic regions, especially enhancer regions, were influenced by mitochondrial impairment, we further searched for the presence of TF-binding motifs within these genetic elements to identify TFs that potentially interact with aberrant H3K27ac caused by mitochondrial impairment.

Since we are particularly interested in the regions bound by elevated H3K27ac, we applied the HOMER tool to scan for TF-binding motifs within upregulated H3K27ac peaks at enhancer regions. Meanwhile, for the background control, we also analyzed the TF-binding motifs within randomly selected H3K27ac peaks that were not changed in both models (Supplemental Table 2). Most of the enriched motifs in rotenone-upregulated H3K27ac peaks corresponded to TFs with a characteristic ZF (zinc finger DNA-binding) domain or DM (zinc finger-like DNA-binding) domain (Figure 6A). ZF proteins like ZNF264 contribute to coordinated gene expression changes during brain aging (27) and ZNF711 is reportedly associated with mental retardation and cognitive disability (28). The DM family of TFs such as DMRT1 and DMRT3 are involved in sexual development (29) and movement control (30, 31). In contrast, bZIP motifs were more enriched in TFAM-KO–upregulated H3K27ac peaks (Figure 6B). The family of bZIP TFs has been assigned important roles in cancer development, hormone synthesis, and reproductive functions (32–34).

To further explore the unknown motif landscape of enhancers, we applied de novo motif discovery to upregulated enhancers caused by rotenone and TFAM-KO exposure (Figure 6, A and B). Although these potential novel motifs were lacking perfect database matches, HOMER provided similar known motifs that most closely matched the de novo motifs. The most enriched motif in rotenone-upregulated enhancers was related to the homeobox family that plays an important role in morphogenesis in all multicellular organisms (35). The other enriched motif in rotenone-upregulated enhancers was closely matched with the recombination signal-binding protein for immunoglobulin kappa J region (RBPJ) TF, which reportedly controls the notch signaling pathway by recruiting histone deacetylase (HDAC) or histone acetyltransferase (HAT) (36). The most enriched motif in TFAM-KO–upregulated enhancers was matched with FOLS1 (Fos-like 1), a component of AP-1 TF complexes that contributes to the regulation of placental development (37). By identifying the known and unknown TF motifs in neurodegeneration driven by mitochondrial dysfunction, our investigations reveal the intricate connections between epigenetic and transcriptional regulation, providing insight into understanding PD pathogenesis.

### Mitochondrial dysfunction–induced H3K27ac mediates mitonuclear communication and possibly the loss of DAergic midbrain neurons.

Bidirectional mitonuclear communication maintains cellular homeostasis and cellular adaptation to environmental stress. Retrograde response signaling from mitochondria to the nucleus adjusts gene expression through epigenomic modifications (19, 38–42). Having shown that mitochondrial dysfunction–induced H3K27ac mediates retrograde responses and subsequently alters gene expression in vitro, we then extended these findings ex vivo to the acutely rotenone–exposed midbrain slice model as well as in vivo to the more progressively neurodegenerative MP Tg mouse model. Immunoblotting showed H3K27ac significantly increasing in rotenone-exposed slice cultures of the mouse substantia nigra (SN), but not in the striatum, revealing a brain region–specific response (Supplemental Figure 6, A–C) consistent with our in vitro findings.

Next, we lysed the SN and striatum of 16- to 20-week-old MP and littermate control (LC) mice to probe with H3K27ac. Again, immunoblotting results show significantly increased H3K27ac in the MP SN but not in the striatum, suggesting a possible link between H3K27ac and nigral DAergic neurodegeneration (Supplemental Figure 6, D–F, and Figure 7, A and B). To further confirm the colocalization of H3K27ac and degenerating DAergic neurons, we performed IHC using 7-μm paraffin-embedded sections to probe H3K27ac (green) and the DAergic neuron biomarker tyrosine hydroxylase (TH; red) in the SN of 16- to 20-week-old MP and LC mice. In contrast to LCs, TH mostly degraded in MPs concomitant with the colocalization and significant accumulation of H3K27ac (Supplemental Figure 6G and Figure 7C). Locomotor and RotaRod coordination tests confirmed PD-like neurobehavioral deficits in these MP mice (Supplemental Figure 7). This demonstrates the colocalization of H3K27ac and dying TH neurons, suggesting that H3K27ac contributes to the degeneration of DAergic neurons.

To further quantify H3K27ac accumulation, 30-μm free-floating nigral sections from 16- to 20-week-old MP and LC mice were stained, and 3D and *Z*-stack images were captured by confocal imaging. Substantial H3K27ac (green) accumulation in the MP SN is evidenced by 3D surface plot analysis (Figure 7, D and E). For quantifying nigral H3K27ac, high-resolution images were stitched together to cover the entire SN region (Figure 7F). Quantification of H3K27ac fluorescence intensity (Figure 7G), cell count (Figure 7H), and cell area (Figure 7I) via automated BZ-X800 analyzer confirmed significant H3K27ac accumulation in the SN of mitochondria-impaired MPs, supporting our in vitro and ex vivo data.

Collectively, these data demonstrate that mitochondrial impairment induced H3K27ac accumulation and bookmark epigenetic changes in the mouse brain, which may contribute to neurodegeneration.

### H3K27 hyperacetylation in the SN of human PD brains.

Next, we explored the human relevance of H3K27ac to highlight the significance of our in vitro and in vivo findings. To this end, postmortem SNs of PD patients and age-matched controls were lysed and immunoblotted with the antibody against H3K27ac. After observing increased total H3 in PD patients, we used both whole SN lysates and histone extracts. H3K27ac in whole SN lysates of human PD patients was 1.6 times higher than that in age-matched controls, suggesting that H3K27ac had been stimulated in PD patients (Figure 8, A and B). Immunoblotting of nuclear histone extracts from more SN samples of PD patients and age-matched controls against H3K27ac validates the significant increase of H3K27ac accumulation in the SN of PD patients (Figure 8, C and D). To rule out the possibility that H3K36ac instead is the critical player, we immunoblotted the SN of PD patients and age-matched controls with an H3K36ac antibody (Figure 8, E and F). No obvious difference in nigral H3K36ac emerged between PD and age-matched controls (*P* value = 1.0), further confirming our findings in vitro that H3K36ac does not function as a critical player in response to mitochondrial dysfunction (Figure 1, F and G).

To further corroborate the establishment of the H3K27ac epigenetic mark in the SN of human PD patients and characterize the possible relationship between H3K27ac and DAergic neurodegeneration, we immunostained human nigral sections for H3K27ac (green) and TH (red). IHC analysis showed (a) significantly increased H3K27ac in nigral human PD patients compared with age-matched controls, consistent with Western blot results; (b) a massive degradation of TH neurons in PD patients indicative of neurodegeneration; and (c) more than 50% colocalization (orange) of H3K27ac and DAergic neurons in the SN of PD patients (Figure 8, G–J).

Collectively, our human SN data demonstrate strong colocalization of H3K27ac and TH neurons, adding clinical relevance to our findings from experimental models of PD.

### H3K27ac increases TMEM47 expression in the SN of MP mice and postmortem human PD brains.

To independently confirm our in vitro findings of H3K27ac at genomic loci, we performed ChIP-qPCR analyses in vivo. The SN of randomly chosen 16- to 17-week-old MP and age-matched LC mice were dissected for ChIP-qPCR. MPs exhibited significantly higher enrichment of the genes *Tmem47*, *Btg2*, *Fgf5*, and *Tmem183a* (Figure 9A), which agreed with our ChIP-Seq results in N27 DAergic neuronal cells.

To further examine the effect of H3K27ac on gene expression, several upregulated candidate genes were selected from our integrated analyses of RNA-Seq and ChIP-Seq. Our qPCR analyses of the SN region confirmed enhanced mRNA levels of *Tmem47* in MP mice (Figure 9B) and human PD brains (Figure 9C), which also confirms our H3K27ac reads at genomic loci for neuronal models (Figure 5B) and ChIP-qPCR data (Figure 9A). Consistent with MP mice and human PD brains, midbrain slice cultures show increased *Tmem47* mRNA levels (Supplemental Figure 8). As a transmembrane protein, *Tmem47* (previously known as *Tm4sf10* or *Bcmp1*) reportedly regulates Fyn kinase (43). Our previous publication identified a proapoptotic Fyn/PKCδ signaling axis that contributes to pesticide-induced cell death in DAergic neuronal cells (44–46). However, the actual function of *TMEM47* in human PD remains unclear. Increased transcription levels of *BTG2* also occurred in human PD brains (Figure 9C), in agreement with the SN region of midbrain slice cultures (Supplemental Figure 8), enhancer data (Figure 5B), and ChIP-qPCR data (Figure 9A). *Btg2* targets p53, which regulates cell cycle progression and mitochondrial depolarization (Supplemental Figure 2A and Supplemental Figure 3A) (47). *Btg2* expression strengthens neurons against mitochondrial permeability transitions and promotes neuronal survival under cellular stress (48). *FGF5* and *TMEM183a* expression was not altered in the SN of MP mice and human PD samples, as measured by their mRNA levels (Figure 9, B and C). Furthermore, transcription levels of *Fgf5*, *Ptgs2*, *Rnf2*, *Btg2*, *Tmem183a*, and *Tmem47* did not increase in the MP striatum (Supplemental Figure 9), as expected.

## Discussion

Emerging evidence supports the significance of histone modification in the maintenance of a healthy brain and as a potentially useful therapy to correct transcriptional dysfunction in PD (49, 50). Dating back to the work of Song et al. (9) on pesticide-induced global histone modification in cell culture models, our lab has been exploring the mechanisms involved in histone hyperacetylation to unravel the complex multifactorial etiology of PD. This study is the first to our knowledge to systematically address the histone hyperacetylation mechanism together with a genome-wide profile of H3K27ac induced by mitochondrial dysfunction in cell culture and animal models of both environmentally and TFAM genetic variant–linked PD.

To tackle the challenge of the low abundance and substoichiometric nature of potential changes (51–53), we used an optimized AcetylScan method that combines antibody enrichment of posttranslational modification–containing (PTM-containing) peptides with liquid chromatography and tandem mass spectrometry (LC-MS/MS) as part of our in-depth acetylome study (54). In our AcetylScan data, H3K27ac and H3K36ac tend to acetylate together. These 2 sites may act cooperatively to prepare chromatin for transcriptional activation, though the signal peak seems primarily attributable to H3K27ac. Our previous data also showed decreased HDACs upon neurotoxicant exposure (9). Therefore, further investigations on the HDAC/HAT imbalance from the perspective of protein degradation may provide additional insight into the mechanisms underlying mitochondrial dysfunction–induced H3K27ac dysregulation.

Comparing rotenone-treated and TFAM-KO N27 neuronal cell models further revealed that an environmental neurotoxicant and TFAM genetic variant can induce similar transcriptomic changes that converge on shared gene expression changes associated with specific functions. We provide evidence for shared functional processes and pathways among DEGs in these 2 models of mitochondrial dysfunction. Among the DEGs in these 2 cell models, strong enrichment occurred in the biological processes related to the Wnt signaling pathway, ciliary functions, estradiol responses, and neuronal apoptosis, ERK1/2 cascade, and NF-κB translocation, all of which have previously been associated with PD dysfunctions (55–57). For example, impaired Wnt signaling in DAergic neurons has been associated with pathogenesis in a rotenone-triggered PD model (57). Loss of cilia will decrease the ability of cholinergic neurons to respond to a sonic hedgehog signal that triggers neuroprotective signaling toward DAergic circuits (55). Persistent activation of neuronal ERK1/2 and NF-κB translocation has been suggested to mediate neuronal apoptosis and neuroinflammatory responses in PD (58, 59). It is worth noting that protein catabolic processes are also enriched in both cell models. Specifically, the ubiquitin-dependent proteasome pathway has been repeatedly demonstrated to be associated with a wide range of neurodegenerative diseases (60, 61).

To examine the epigenomic aberrations in mitochondria-impairing PD models, genome-wide H3K27ac profiling by ChIP-Seq was analyzed. Overall, specific H3K27ac signatures were identified at promoters and enhancers acting as regulatory elements associated with mitochondrial impairment. Among the identified differential H3K27ac peaks, less than 3% were located at gene promoter regions in either rotenone-exposed or TFAM-KO N27 cells. Several genomic loci appeared to be consistent alteration targets of promoter-H3K27ac modification and gene expression in both model systems tested, including *AdipoR1*, *Gnas*, *Gnf2*, and *Tmem47*. *AdipoR1* is associated with mitochondrial function and ATP production (62, 63). *Rnf2* gene expression was dysregulated in striatally lesioned brain hemispheres (64). An *Rnf2* deficiency increases autophagy induction (65). The imprinted *Gnas* gene can accelerate neuron death (66–68). *TMEM47* is consistently upregulated in vitro, ex vivo, in vivo (MP), and in the postmortem human SN and has been linked to neuronal development and/or brain tumors (69, 70). Interestingly, it is located on the human X chromosome. We speculate that *TMEM47* might be linked to sex differences in PD, as XY males are more susceptible to developing PD than are XX females (71). Additionally, *TMEM47* is known to regulate Fyn kinase, a major member of the Src kinase family. Fyn kinase regulates NLRP3 inflammasome activation, mediates the endotoxic inflammatory response, and modulates uptake of misfolded α-synuclein (46, 72, 73), thereby contributing to neuroinflammation and α-synuclein aggregation as the 2 important hallmarks of PD pathophysiology. Fyn kinase also mediates the phosphorylation of PKCδ Y311, and once activated, PKCδ induces DAergic neuronal degeneration (44). DMRT3 has been referred to as a “gait keeper,” recognizing its crucial role in controlling gait and the flexibility of locomotor coordination in animals (30, 31). Surprisingly, nothing is known about DMRT3 in PD, despite gait disturbance being a major neurological symptom of the disease. With this key function in mind, DMRT3 in PD etiology will be our major focus in the future. Overall, our study identified multiple key genes associated with mitochondrial dysfunction and neurodegeneration. However, little is known about how these genes contribute functionally to PD pathogenesis. Therefore, further experimentation (e.g., H3K27 acetylation inhibition, site mutation, gene knockdown) would be needed to reveal how gene function is linked to changes in H3K27ac in both toxicant and transgenic PD models.

For promoter-H3K27ac aberrations, we observed relatively more differential H3K27ac peaks at distal intergenic and noncoding intragenic regions upon mitochondrial impairment. This is consistent with previous studies. H3K27ac is considered to be the representative acetylation mark for highlighting active enhancers (74) and is more predictive of enhancers than other histone marks (e.g., H3K4me1, H3K4me2, H3K4me3, and H3K9ac) (75). Enhancers are nondirectional regulatory elements containing TF-binding motifs. Upon binding with TFs, complexes are formed and alter the 3D conformation of chromatin to promote the transcription of target genes located in *cis* (76). Population-scale genetic studies indicate that many sequence variants associated with human diseases reside in enhancers (77, 78). We found that large numbers of H3K27ac-defined enhancers were highly sensitive to the mitochondrial dysfunction resulting from rotenone exposure or TFAM KO. For example, *BTG2* is involved in the regulation of the G_1_/S transition of the cell cycle, as well as cell apoptosis and differentiation (79). *FGF5* is involved in regulating neuron differentiation and survival and probably affects astrocytes (80, 81). Among the TFs highlighted by motif analysis of upregulated H3K27ac peaks, the ZF factors ZNF264 and ZNF711 show a strong genetic association with neurological functions (27, 28). AP-1, another enriched TF, reportedly promotes microglial neuroinflammation and DAergic neuron apoptosis in the SNpc (82). Interestingly, AP-1 has also been identified as a key TF enriched by H3K27ac in the brain tissues of a large cohort of patients with autism spectrum disorder (83). Furthermore, apart from these known motifs, our de novo motif discovery identified potentially novel noncanonical motifs, providing additional insight into TF-binding preferences. These results suggest that mitochondrial dysfunction, whether induced through neurotoxicant exposure or genetic mutation, influences the binding of distal H3K27ac-defined enhancers (regulatory elements), thus affecting the gene expression contributing to the etiology of PD.

In addition to the previously mentioned in vitro data, we report here for the first time to our knowledge the PD-relevant, increased accumulation of H3K27ac in an ex vivo model (rotenone-exposed midbrain slice cultures), in the in vivo MP mouse model (a TFAM conditional KO PD), and in the postmortem human SN. Both complementary mouse models helped link the HAc site to mitochondrial dysfunction in the selective dopaminergic neurodegenerative process. For human nigral section staining, we observed small TH fragments in PD patients that were likely the remnants of degraded TH neurons. It is also plausible that non-DAergic neurons are converted into DAergic neurons upon degeneration of the original DAergic neurons. This is supported by the recent publication showing that DAergic neurons could be generated by directly converting nerve cells without reverting them to a stem cell–like state (84). At the same time, it might also be that some of the large numbers of highly plastic neuroblasts that migrate as chains toward the olfactory bulb along the rostral migratory stream, originating from the subventricular zone of the lateral ventricle, de-chain and become DAergic neurons (85). In parallel, the increased H32K7ac accumulation we documented in the SN of human PD brains is coincidentally supported by the results of a prefrontal cortex study of PD from the Netherlands Brain Bank and the Norwegian ParkWest study (86). Although profiling H3K27ac through genome-wide acetylome mapping, ChIP-Seq, and RNA-Seq in PD models can provide important information on PD pathogenesis, our data are limited to a modest number of human samples. Thus, examining more samples would enable us to further interrogate the functional consequences of PD-associated DEGs.

Overall, our integrated genome-wide analysis of H3K27ac distribution and transcriptomic alteration sheds light on our hypothesis that H3K27ac plays a critical role during environmentally induced PD pathogenesis. It provides a potentially novel paradigm for studying the epigenetic effects of chronic neurotoxicant exposure in neurodegeneration and reveals H3K27ac as a key epigenetic PTM marker in environmentally linked PD. Through a series of biochemical studies, epigenomic profiling, and bioinformatic identification, as summarized in Figure 10, our results systematically reveal how mitochondrial TFAM variants or environmental insults can trigger a cascade of events in the mitochondrial dysfunction-metabolism-H3K27ac/active enhancer activity-transcriptome axis that contribute to PD pathogenesis (Figure 10).

## Methods

### Chemicals and reagents.

RPMI, neurobasal medium, FBS, L-glutamine, IR dye–tagged secondary antibodies, Hoechst nuclear stain, penicillin, streptomycin, horse serum, and other cell culture reagents were purchased from Thermo Fisher Scientific. The Bradford protein assay kit was purchased from MilliporeSigma. The Phalloidin antibody and protease and phosphatase inhibitor cocktail were ordered from Thermo Fisher Scientific, acetylation inhibitor cocktail from Santa Cruz Biotechnology, and propidium iodide (PI) from Molecular Probes.

### AcetylScan proteomic profiling.

AcetylScan proteomic profiling followed the standard protocol as described by Svinkina et al. (54). At least 10 T175 flasks of N27 DAergic neuronal cells (seeding number 6 × 10^6^) of the same cell passage were grown for each sample (*n* = 2) with 2 × 10^8^ of N27 cells being cultured as one sample. After growing to 70% confluence, cell viability and subconfluence were inspected by microscopy. Next, cells were treated with 1 μM rotenone for 3 hours. After treatment, cell harvesting proceeded until 10 flasks of cells had been collected. Adherent cell cultures were washed with 10 mL of 4°C PBS. After pipetting off all PBS, 10 mL urea lysis buffer (ULB; 20 mM HEPES, pH 8.0, 9.0 M Pierce Sequanal grade urea [29700, Cell Signaling Technology], 1 mM sodium orthovanadate [activated], 2.5 mM sodium pyrophosphate, and 1 mM β-glycerol-phosphate) was added to flask 1 before scraping off the cells. For the remaining 9 flasks, steps were the same except the ULB came from the previous flask (e.g., flask 2 used ULB containing proteins from flask 1). Protein was digested and desalted using preconditioned C18 solid-phase extraction. Peptides were then eluted from antibody beads with 50 μL 0.15% trifluoroacetic acid and completely dried by lyophilization. Next, peptides were resuspended and enriched by motif anti-Kac antibodies noncovalently coupled to protein A–agarose beads and triple-washed with 1.5 mL buffer (13416, Cell Signaling Technology). After immunoprecipitation of beads, the resin was washed and peptides were eluted from it. Peptide fractions were analyzed by online nanoflow LC-MS/MS. Technical triplicates were run per sample. MS parameter settings were as follows: MS run time 96 minutes, MS1 scan range 300.0–1500.00, Top 20 MS/MS (min signal 500, isolation width 2.0, normalized collision energy 35.0, activation-Q 0.250, activation time 20.0, lock mass 371.101237, charge state rejection enabled, charge state 1+ rejected, dynamic exclusion enabled, repeat count 1, repeat duration 35.0, exclusion list size 500, exclusion duration 40.0, exclusion mass width relative to mass, and exclusion mass width 10 ppm). For data analysis, sequences were assigned to MS/MS spectra with Sorcerer for relative quantitation. MS/MS spectra were evaluated using SEQUEST and the core platform from CST. Searches were performed against the most recent update of the NCBI database with a mass accuracy of ±50 ppm for precursor ions and ±1 Da for productions. Results were filtered with a mass accuracy of ±5 ppm for precursor ions and the presence of the intended motif. Data are presented as fold change in protein types using a 2.5-fold cutoff as the minimum effect size.

### Animal studies.

All mice used for this study were bred and maintained under a 12-hour light/12-hour dark cycle in a climate-controlled mouse facility (22°C ± 1°C) with food and water available ad libitum. MP Tg mice were a gift from Nils-Goran Larsson at the Karolinska Institute in Stockholm (87, 88), and were originally generated in his laboratory at the Max Planck Institute for Biology of Ageing by conditionally knocking out TFAM through control of the dopamine transporter (DAT), as previously described. All MP mice used for this study were bred from the MP breeding colony at Iowa State University (ISU) and genotyped to confirm their identity. Equal numbers of male and female animals were allocated to experiment groups comprising 16- to 20-week age-matched C57BL/6 mice (TFAM*^+/LoxP^*: Dat^+/+^ from MP litters or parental-strain litters) or MP mice (Dat^+/Cre^: TFAM*^LoxP/LoxP^*), which were further characterized using VersaMax for monitoring locomotor activity and RotaRod for testing coordination of movement. Regarding VersaMax, mice were monitored for 10 minutes during the daytime phase of the light cycle. For RotaRod, speed was set to 20 rpm and time spent on the rod was measured for 10 minutes maximum during a total of 3 trials.

### Postmortem human PD brain samples.

Freshly frozen SN tissue blocks and cryostat sections from the brains of confirmed postmortem human PD patients and age-matched neurologically normal individuals were obtained from the brain banks at the Miller School of Medicine, University of Miami, Florida, and the Banner Sun Health Research Institute, Arizona. All postmortem human samples were procured, stored, and distributed according to the applicable regulations and guidelines involving consent, protection of human subjects, and donor anonymity as described previously (89). For immunoblotting experiments, tissue homogenates from freshly frozen tissue blocks were prepared at a final concentration of 1 mg/mL total protein from which 35 μg total protein was directly used; or total histone was extracted from tissue blocks and 15–45 μg of total histone was used. For IHC experiments, cryostat sections were stained as described below, but with slight modification. Antigen retrieval was done in citraconic anhydride buffer (0.05%, pH 7.4) at 80°C.

### Gene expression validation by RT-qPCR.

Total RNAs were isolated and reverse transcribed into cDNAs by using a PrimeScript RT reagent kit with gDNA Eraser (Takara Bio Inc.). Five genes related to mitochondrial and neurological functions were selected for RT-qPCR; primers are listed in Supplemental Table 3. All qPCR reactions were performed on an Applied Biosystems StepOne Real-time PCR system (Thermo Fisher Scientific) using iTaq Universal SYBR Green Supermix (Bio-Rad), with 3 technical replicates. The amplification procedure was as follows: 95°C for 5 minutes, followed by 40 cycles at 95°C for 10 seconds and 60°C for 20 seconds. Relative quantification of target genes was performed using the ΔΔC_t_ method with GAPDH as a reference gene.

### RNA-Seq library construction and sequencing.

Total RNAs from treatment and control groups were isolated and quality controlled according to the Illumina protocols. A total of 2 μg RNA per sample was used as initial material for library construction. Poly-A–containing mRNA molecules were purified by using poly-T oligo-attached magnetic beads and fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments are copied into the first-strand cDNA using reverse transcriptase and random primers. Strand specificity is achieved by replacing dTTP with dUTP, followed by second-strand cDNA synthesis. These cDNA fragments then have the addition of a single adenine base and subsequent ligation of the adapter. The products are then purified and enriched with PCR to create the final cDNA library. RNA-Seq was performed on an Illumina HiSeq ×10 platform and 150-bp single-end reads were generated according to Illumina’s protocol. RNA-Seq data were submitted to NCBI’s Gene Expression Omnibus database (GEO GSE140524).

### Whole-genome gene expression analysis.

Data analysis followed the procedure of Li et al. (90). The adapter sequences were removed from the raw sequencing data, and the individual libraries were converted to the FASTQ format. Sequence reads were aligned to the rat genome (rn6) with HISAT2 (v2.1.0), and the resulting alignment files were reconstructed with the EdgeR3 package. The Ref-Seq database (build 37.3) was chosen as the annotation reference for mRNA analysis. The read counts of each transcript were normalized to the length of the individual transcript, and the total mapped fragments were counted in each sample and expressed as reads per kilobase of exon per million fragments mapped of mRNAs in each sample. The mRNA differential expression analysis was applied to treatment and control groups. An adjusted *P* value of less than or equal to 0.05 (Student’s *t* test with Benjamini-Hochberg FDR adjustment) was used as the cutoff for statistically significantly DEGs. DEGs were analyzed by enrichment analysis to detect overrepresented functional terms present in the genomic background. GO and KEGG pathway analyses were performed using DAVID Bioinformatics Resources 6.8 (18, 91, 92).

### ChIP-Seq.

ChIP was performed according to Wang et al. (26). Briefly, cells were cross-linked with 1% formaldehyde for 10 minutes at room temperature and quenched with 125 mM glycine for 10 minutes. After fragmenting into 100–1000 bp by sonication, chromatin templates from 3 million cells were used for ChIP assay. Samples were immunoprecipitated with 2 μg H3K27ac antibody overnight at 4°C followed by washing steps. After reverse cross-linking, ChIP-DNA fragments were purified and constructed into libraries by using the ThruPLEX DNA-Seq Kit (Rubicon Genomics). Amplified libraries around 300–500 bp were isolated from agarose gels before sequencing. Sequencing was performed on an Illumina HiSeq ×10 platform and 150-bp single-end reads were generated according to Illumina’s protocol. ChIP-Seq data were submitted to the GEO database (GSE140524).

### Identification of H3K27ac regions and peaks.

ChIP-Seq reads were mapped to the rat genome (rn6) using Bowtie aligner, allowing up to 2 mismatches. Only the uniquely mapped reads were used for further analysis. The SICER call peak program was used to call the peaks with a window size of 200 bp and a gap size of 400 bp, and an E value of 1. The EdgeR3 program was used to identify the differential peaks between treatment and control groups (cutoff: FC > 2 and FDR < 0.01).

### ChIP-qPCR assay.

Four gene regions relevant to mitochondrial and neurological function were selected for ChIP-qPCR assay performed using primers listed in Supplemental Table 3. All qPCR reactions were performed on an Applied Biosystems StepOne Real-time PCR system (Thermo Fisher Scientific) using iTaq Universal SYBR Green Supermix (Bio-Rad) with 2 technical replicates. The amplification procedure was as follows: 95°C for 5 minutes, followed by 40 cycles at 95°C for 10 seconds and 60°C for 20 seconds. Relative quantification of target gene regions was performed by normalizing the threshold cycle (C_t_) of samples to the percentage of input DNA.

### Enrichment analysis of transcription factor motifs.

The HOMER ChIP-Seq pipeline was applied for analyzing motif enrichment (93). Motif models were established from the TRANSFAC vertebrate database (94), and the enrichment analysis was performed on rotenone-upregulated and TFAM-KO–upregulated enhancer peaks with all peaks as the background. Enriched motifs were classified into known motifs and de novo motifs.

### SYBR Green RT-qPCR.

RNA was isolated from slices following the manufacturer’s protocol (Thermo Fisher Scientific). In brief, slices were lysed in 1 mL TRIzol reagent and incubated for 5 minutes at room temperature. Next, 0.2 mL chloroform was added for an additional 2-minute incubation. Following centrifugation, the top layer containing RNA was transferred to a new tube containing 0.7 mL isopropanol. After a 15-minute incubation and centrifugation again, RNA pellets were washed with 75% ethanol, air dried, and dissolved in water. The high-capacity cDNA synthesis kit from Applied Biosystems (4368814) was used for cDNA synthesis according to the manufacturer’s protocol. For normalization of each sample in RT-qPCR, the *18S* rRNA gene (PPM57735E, Qiagen) was used as the housekeeping gene. Based on the manufacturer’s guidelines, dissociation and melting curves were run to ensure that single amplicon peaks were obtained without any nonspecific amplicons. Fold change in gene expression was determined using the ΔΔC_t_ method. Quantitative PCR was performed using RT^2^-qPCR SYBR Green Mastermix (Agilent).

### Study approval.

All animal studies followed animal procedures approved by ISU’s IACUC (Ames, IA, USA). For human samples, since the postmortem human brain tissues were obtained from approved national brain banks, IRB approval from ISU was not required.

### Statistics.

Data analysis was performed using GraphPad Prism 7.0. Normally distributed raw data were analyzed with either Student’s *t* test (2-group comparisons) or 1-way ANOVA (>2-group comparisons) with Tukey’s post hoc test unless otherwise mentioned. A *P* value of less than or equal to 0.05 was considered significant: *P ≤ 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Author contributions

AK, ZW, and AGK jointly conceived this project and supervised the experiments. MH, AK, ZW, and AGK designed the research. MH and DL performed experiments. MH and HJ analyzed the experimental results. DK and DL accomplished the bioinformatic analyses. MH, DL, AC, DK, HJ, GZ, VA, AK, ZW, and AGK prepared the manuscript. ZW and AGK made the final call (data interpretation and presentation) on epigenomic and animal analyses, respectively.

## Supplementary Material

Supplemental data

Supplemental Table 1

Supplemental Table 2

## Figures and Tables

**Figure 1:**
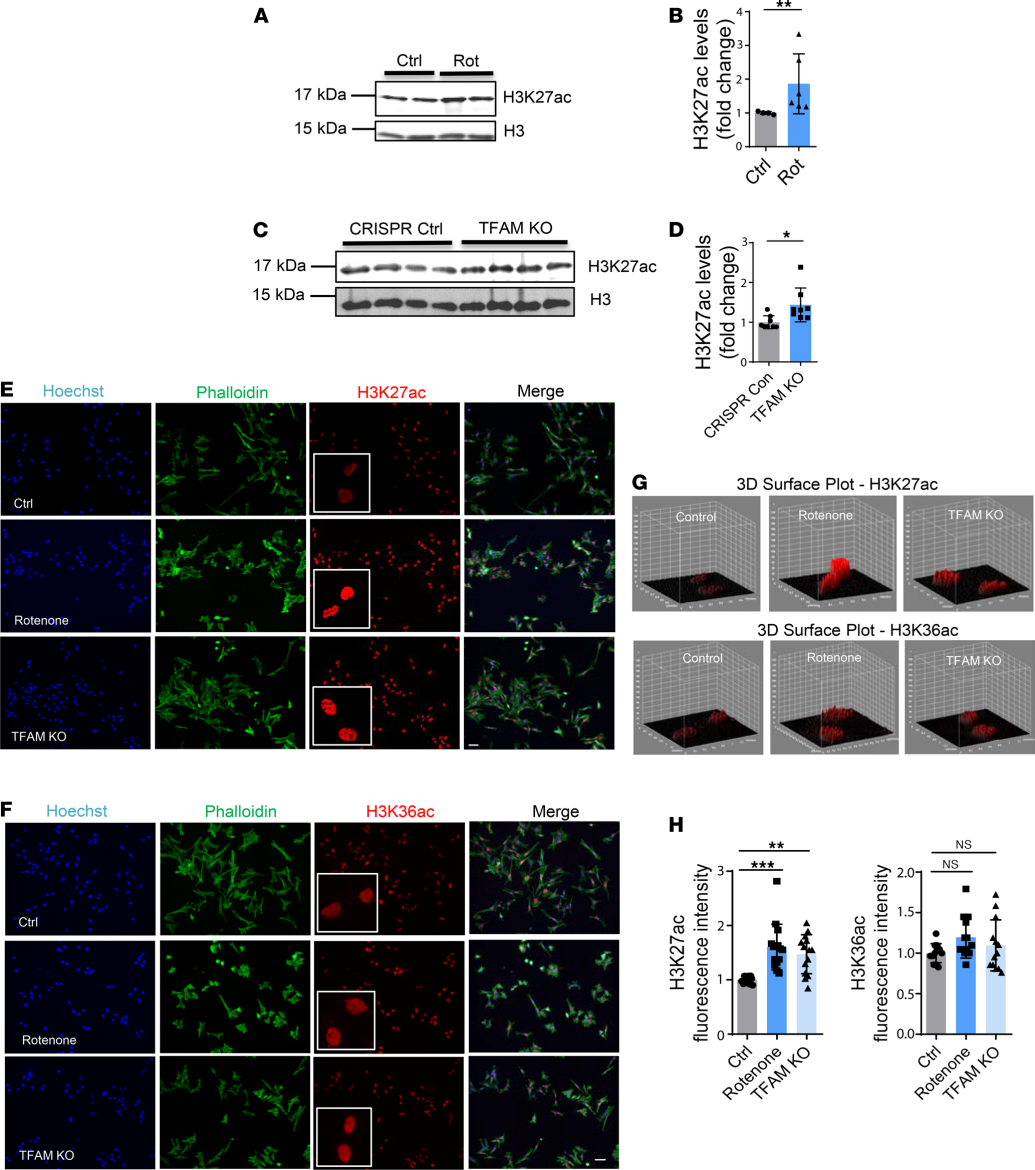
H3K27ac functions as the key acetylation site and responds to mitochondrial dysfunction in both rotenone-exposed and TFAM-KO DAergic neuronal cell models of Parkinson’s disease. (**A**) Representative immunoblot and (**B**) quantification for H3K27ac from rotenone (Rot)-treated N27 cells. Mann-Whitney test (*n* = 4–6). (**C**) Representative immunoblots for H3K27ac and (**D**) quantification from TFAM-KO N27 cells. Unpaired Student’s *t* test followed by Welch’s correction (*n* = 8). In Western blots, 5 T175 flasks of cells were harvested for each sample. (**E**) ICC for H3K27ac and (**F**) H3K36ac from rotenone-treated and TFAM-KO N27 cells, with the nucleus stained with Hoechst (blue) and actin filaments with phalloidin (green). Independent experiments were repeated at least 4 times. Scale bar: 50 μm. (**G**) 3D surface plot analysis of H3K27ac and H3K36ac in rotenone-treated and TFAM-KO N27s. (**H**) Keyence BZ-X800 analysis of fluorescence intensity of H3K27ac and H3K36ac showing mean ± SEM; 1-way ANOVA followed by Tukey’s post hoc test. Ctrl, control; NS, not significant. *P ≤ 0.05; **P < 0.01; ***P < 0.001.

**Figure 2:**
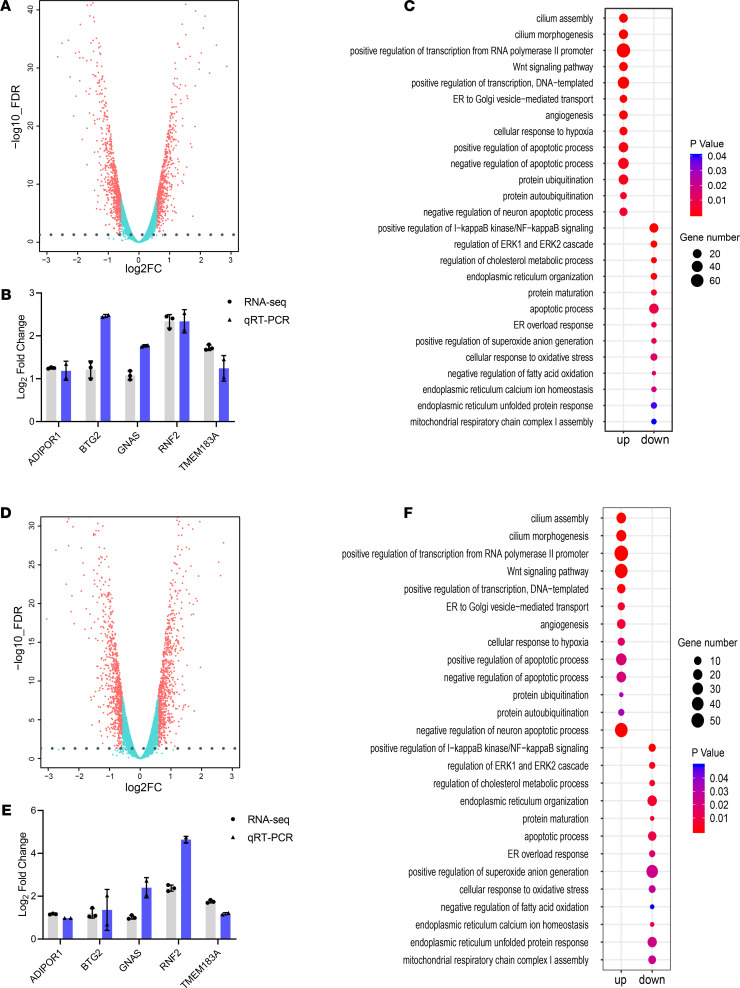
Transcriptomic alterations and common differentially expressed genes in rotenone-treated and TFAM-KO N27 cells. (**A**) Volcano plot showing 644 genes upregulated (right) and 767 genes downregulated (left) upon rotenone treatment. (**B**) RT-qPCR validation of multiple differentially expressed genes (DEGs) upon rotenone treatment. (**C**) GO analysis revealing the top 12 biological processes enriched by upregulated (left) and downregulated (right) genes upon rotenone treatment. (**D**) Volcano plot showing 813 genes upregulated (right) and 862 genes downregulated (left) by TFAM KO. (**E**) RT-qPCR validation of multiple DEGs upon TFAM KO. (**F**) GO analysis revealing the top 12 biological processes enriched by TFAM KO.

**Figure 3:**
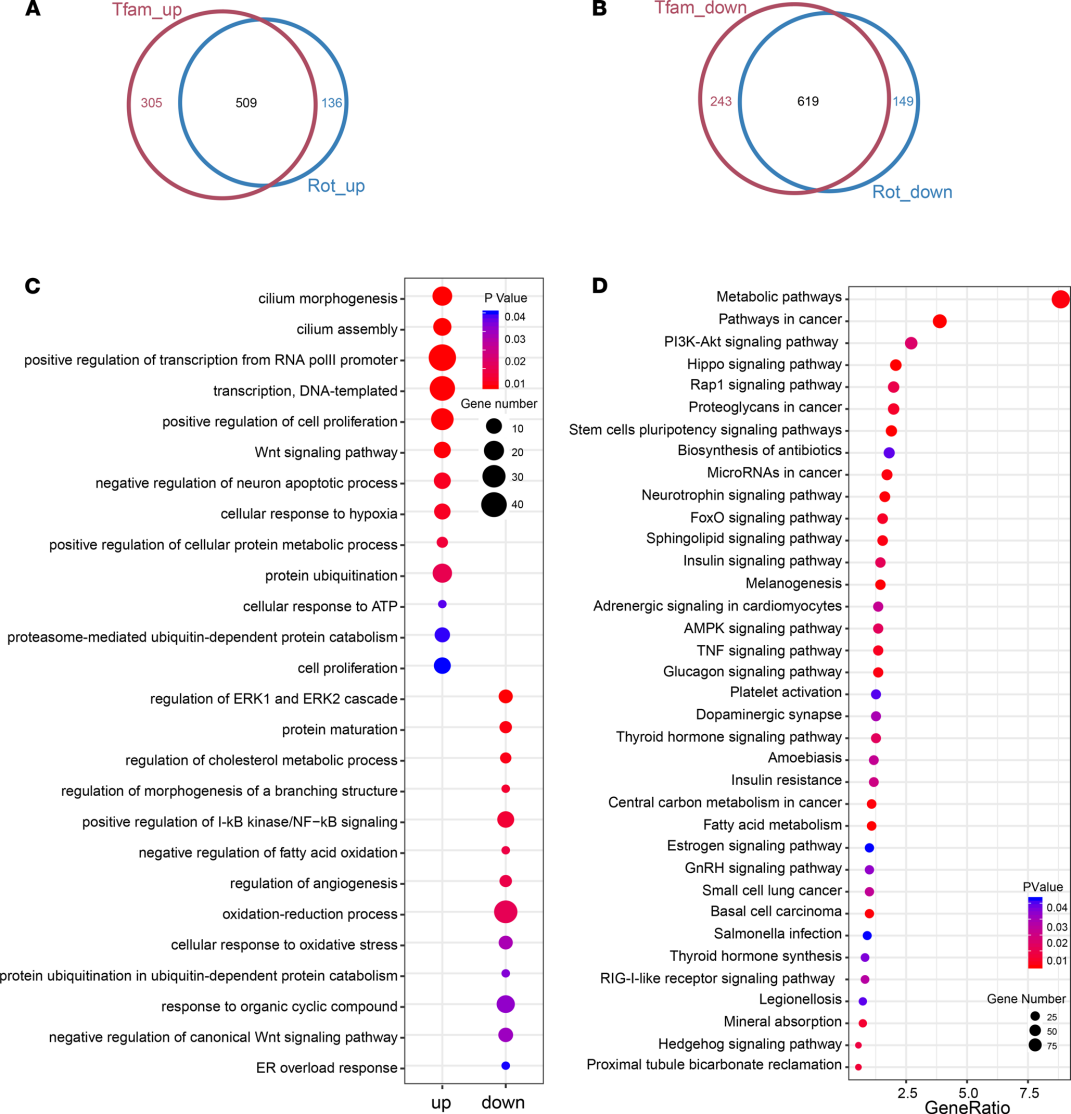
Rotenone-exposed and TFAM-KO N27 DAergic neuronal cells share similar transcriptomic alterations. Venn diagrams highlighting (**A**) upregulated and (**B**) downregulated DEGs shared between rotenone-treated and TFAM-KO N27s. (**C**) GO analysis revealing the top 12 biological processes enriched by upregulated genes (left) and downregulated genes (right) overlapping between rotenone treatment and TFAM KO. (**D**) KEGG pathway analysis identifying the most significant pathways for common, enriched DEGs.

**Figure 4:**
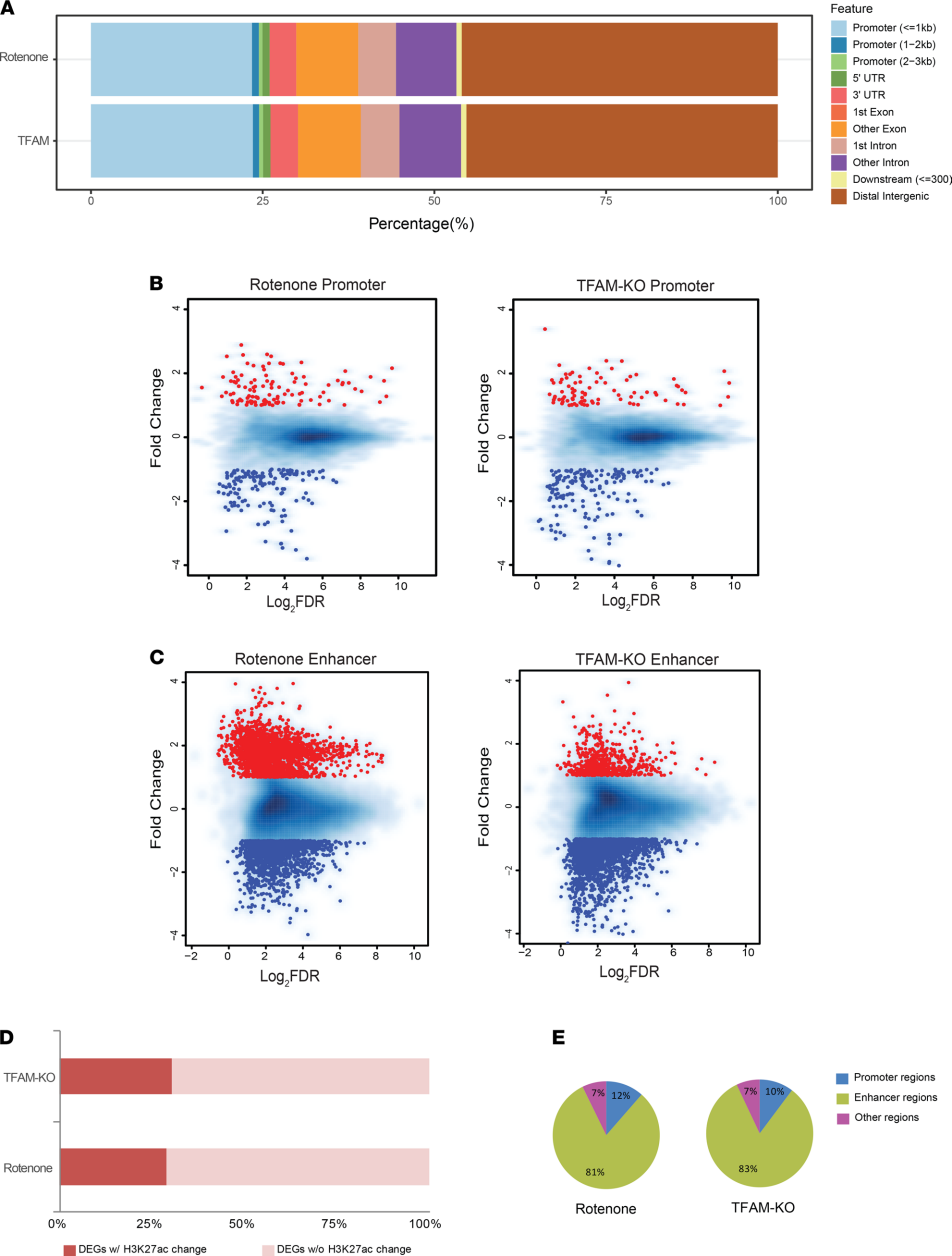
Identification of vulnerable genomic loci binding with H3K27ac in rotenone-treated and TFAM-KO N27 cells. (**A**) Bar chart indicating the similar genomic distribution of H3K27ac sites in 2 models after intragroup normalization. (**B**) Scatter plots showing H3K27ac peaks located at gene promoter regions in rotenone-treated and TFAM-KO N27 neurons when compared with their respective control. (**C**) Scatter plots showing H3K27ac peaks located at enhancer regions in rotenone-treated and TFAM-KO N27 neurons when compared with their respective control. Each point represents a peak and most points cluster in the middle. The dots indicate upregulated (red) and downregulated (blue) H3K27ac peaks. (**D**) Bar plot showing the proportion of differentially expressed genes (DEGs) with a consistent change in H3K27ac enrichment in both models. (**E**) Pie charts indicating the genomic features of those altered H3K27ac peaks in both models.

**Figure 5:**
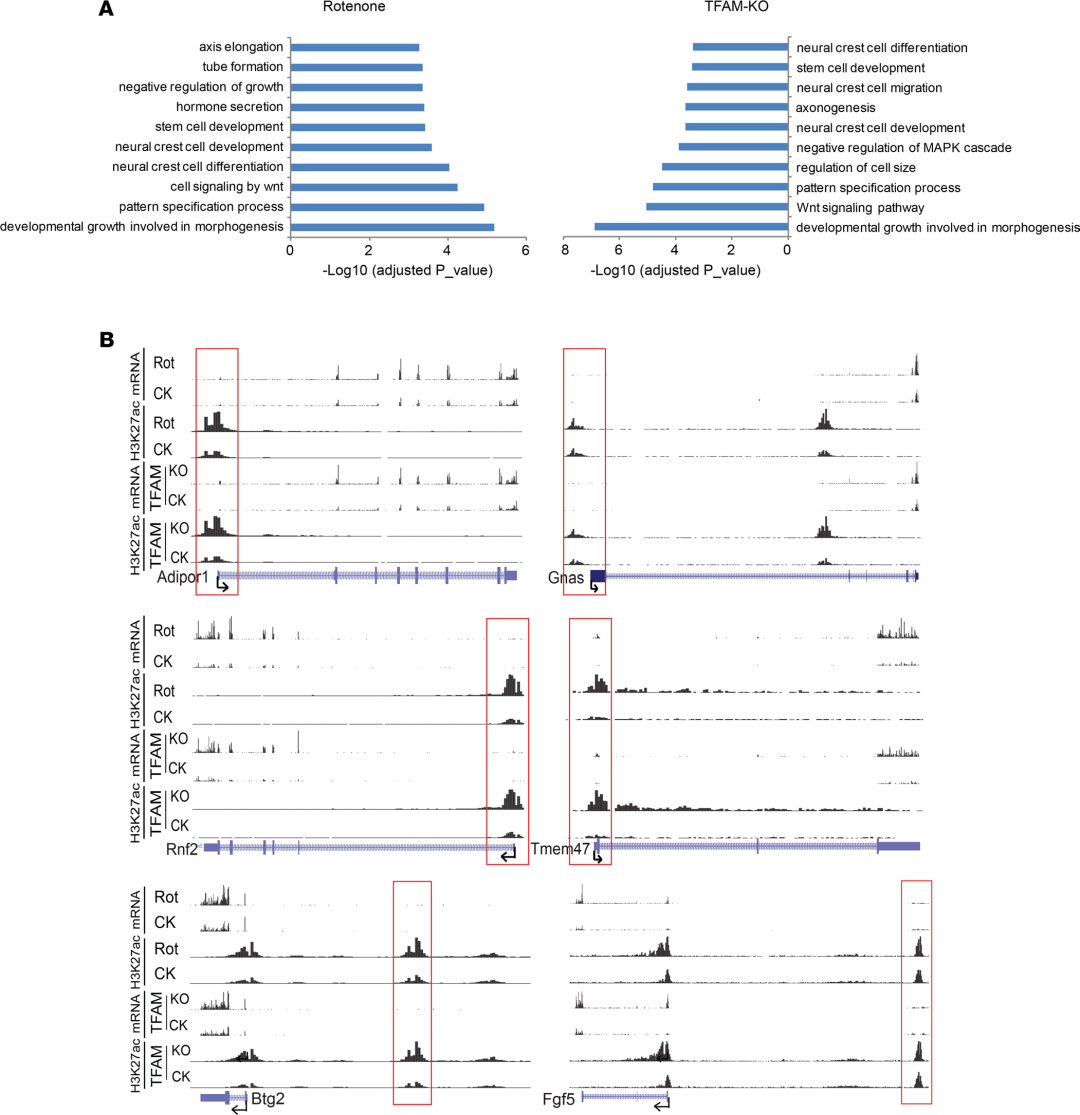
Identification of H3K27ac-specific enhancers in rotenone-treated and TFAM-KO N27 cells. (**A**) GO biological processes associated with differentially expressed genes (DEGs) of differentially enriched H3K27ac in both models. (**B**) Representative distribution of reads obtained by ChIP-Seq and RNA-Seq in selected gene loci related to mitochondrial dysfunction and neural function in N27 cells. Red rectangular boxes indicate promoter or enhancer regions. The distribution of H3K27ac was normalized to input and library dimension. Uniform scales are used for H3K27ac and for mRNA. CK, vehicle control; TFAM KO, TFAM KO by CRISPR/Cas 9; TFAM CK, TFAM CRISPR control.

**Figure 6:**
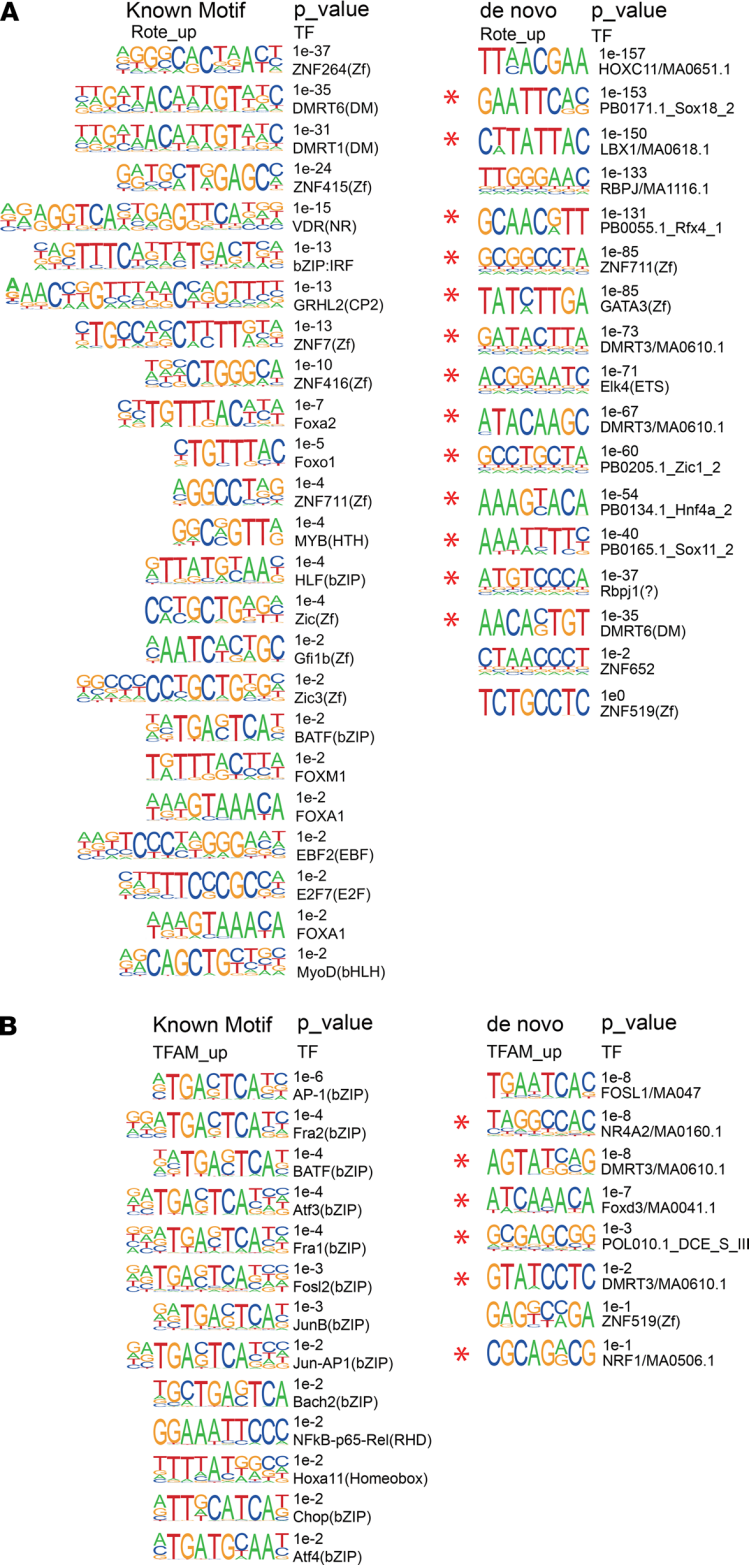
H3K27ac-specific motif analysis in rotenone-treated and TFAM-KO N27 cells. (**A**) Transcriptional factor (TF)–binding motifs enriched in rotenone-affected (Rote-affected) enhancers and (**B**) TFAM-KO–affected enhancers. The top enriched known motifs and corresponding TFs appear in the left panel, whereas the de novo motifs appear in the right panel with their best-known TF matches.

**Figure 7:**
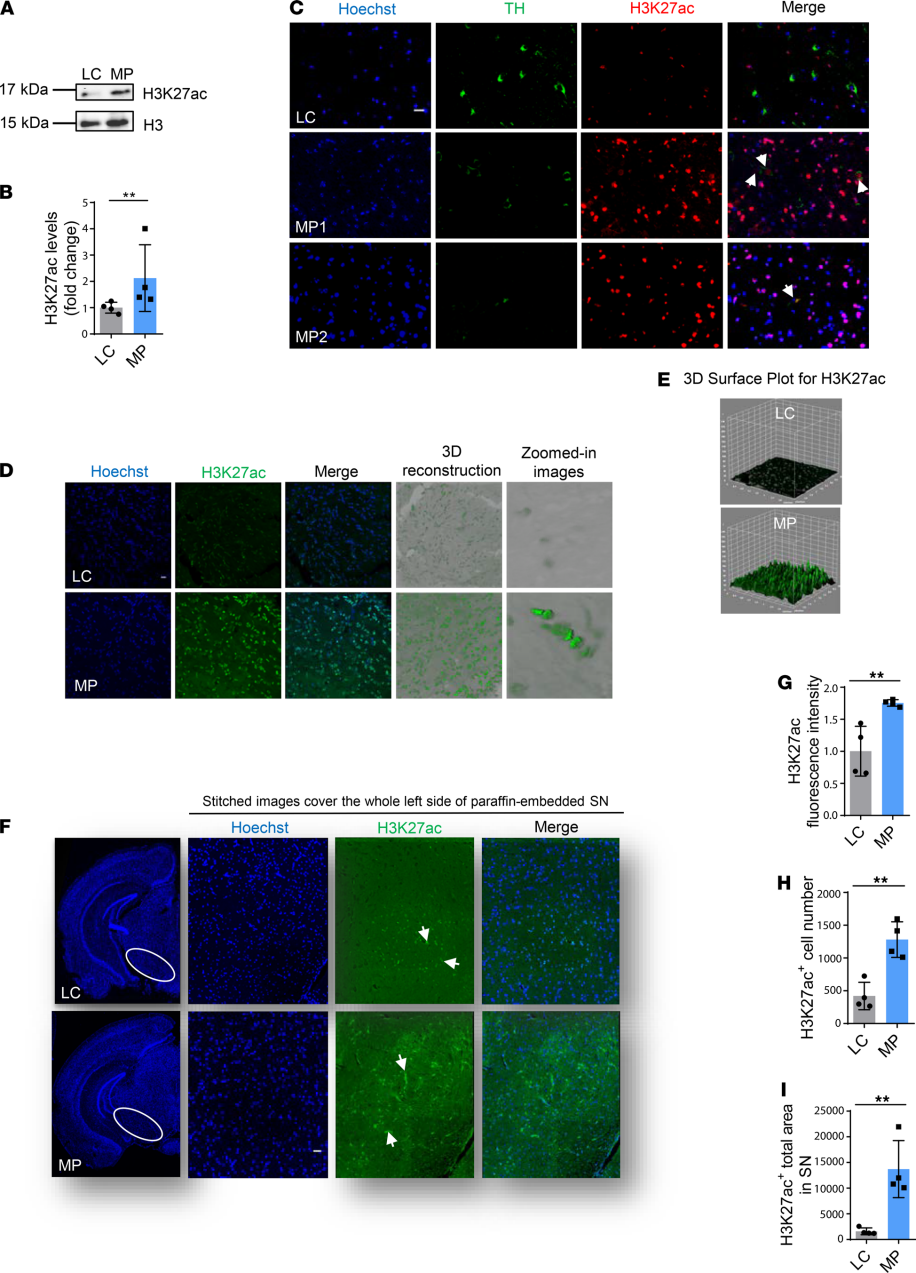
Elevated H3K27ac in substantia nigra of MitoPark mice. (**A**) Representative immunoblots and (**B**) their quantification from MitoPark (MP) and littermate control (LC) mice. Mann-Whitney test (*n* = 4). (**C**) Zoomed-in images (scale bar: 5 μm) of 7-μm-thick paraffin-embedded sections (shown in Supplemental Figure 6G) with H3K27ac in red, nucleus in blue, and TH in green. MP1 shows not only colocalization of TH and H3K27ac but also several degrading TH neurons, whereas MP2 reveals degraded TH neurons and minimal colocalization. Arrows denote colocalization of H3K27ac and TH. (**D**) Confocal images of 30-μm free-floating sections from same-aged mice with H3K27ac in green and nucleus in blue. Scale bar: 5 μm. (**E**) 3D surface plot analysis for H3K27ac. (**F**) Images stitched together from 150 images (original magnification, ×60) showing the entire region of the substantia nigra (SN) (H3K27ac, green; nucleus, blue). Arrows denote H3K27ac. Scale bar: 400 μm. (**G**) Quantified fluorescence intensity for H3K27ac. (**H**) Count of cells stained with H3K27ac. (**I**) Area of SN with cells stained with H3K27ac. Each data point is the average of 3 replicates. For IHC of substantia nigra, *n* = 11–12. Independent experiments were repeated 4 times. Bar graphs show mean ± SEM; unpaired 2-tailed Student’s *t* test. NS, not significant. **P < 0.01.

**Figure 8:**
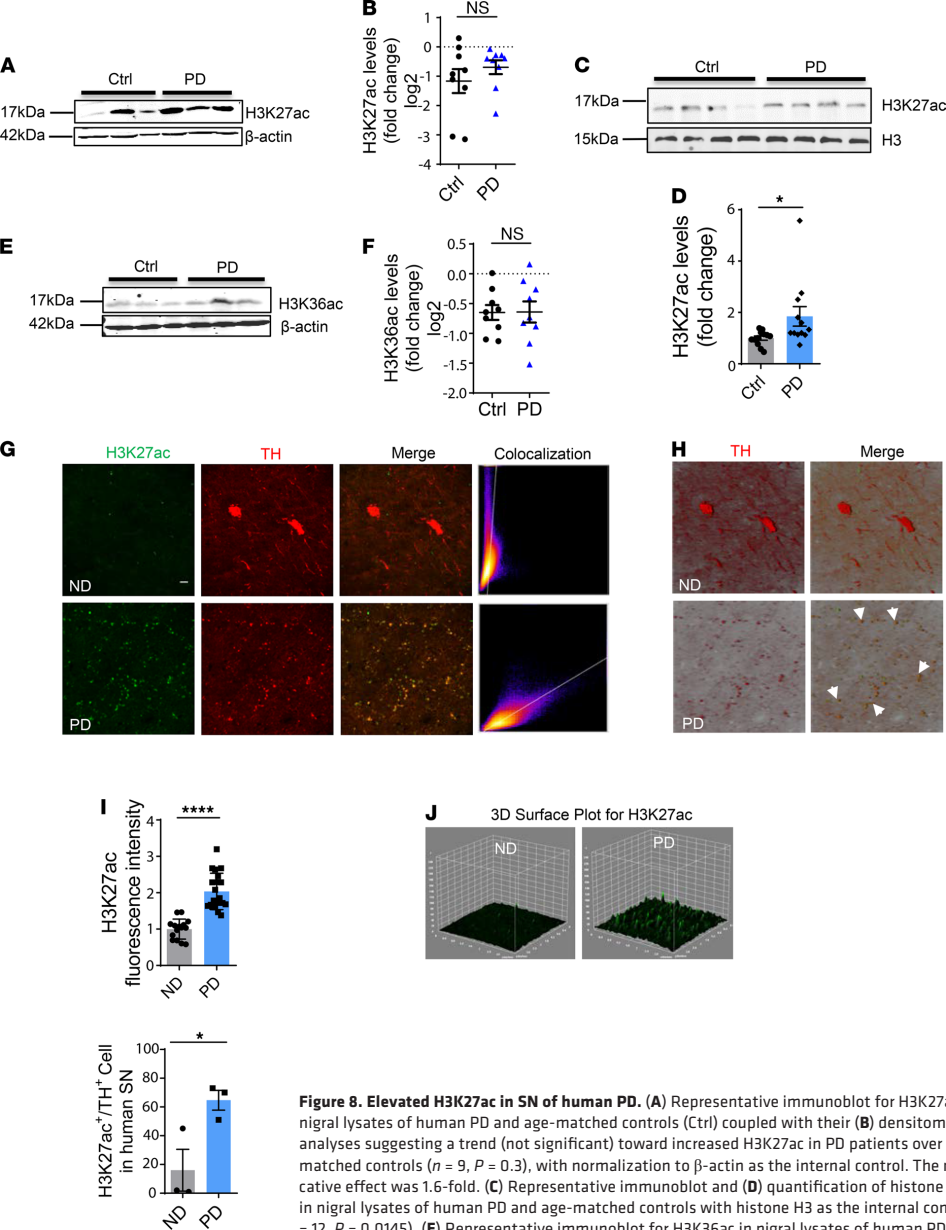
Elevated H3K27ac in SN of human PD. (**A**) Representative immunoblot for H3K27ac in nigral lysates of human PD and age-matched controls (Ctrl) coupled with their (**B**) densitometric analyses suggesting a trend (not significant) toward increased H3K27ac in PD patients over age-matched controls (*n* = 9, *P* = 0.3), with normalization to β-actin as the internal control. The multiplicative effect was 1.6-fold. (**C**) Representative immunoblot and (**D**) quantification of histone extracts in nigral lysates of human PD and age-matched controls with histone H3 as the internal control (*n* = 12, *P* = 0.0145). (**E**) Representative immunoblot for H3K36ac in nigral lysates of human PD brains and age-matched controls (*n* = 9) coupled with their (**F**) densitometric analyses revealing no difference in H3K36ac between human PD and age-matched controls. Data in **B** and **F** are represented on a logarithmic scale for outlier resistance. (**G**) IHC in SN sections of human PD and age-matched nondisease (ND) controls (*n* = 3) captured by confocal imaging showing a high level of colocalization (orange) between H3K27ac (green) and TH (red) in PD, based on (**H**) colocalization plot analysis and 3D images; arrows denote colocalization. Scale bar: 10 μm (**G** and **H**). (**I**) Quantified fluorescence intensity for H3K27ac and count of cells with colocalization in 5 randomly selected regions of each human SN section. (**J**) 3D surface plot analysis for H3K27ac. Bar graphs show mean ± SEM; unpaired 2-tailed Student’s *t* test. NS, not significant; *P ≤ 0.05; ****P < 0.0001.

**Figure 9:**
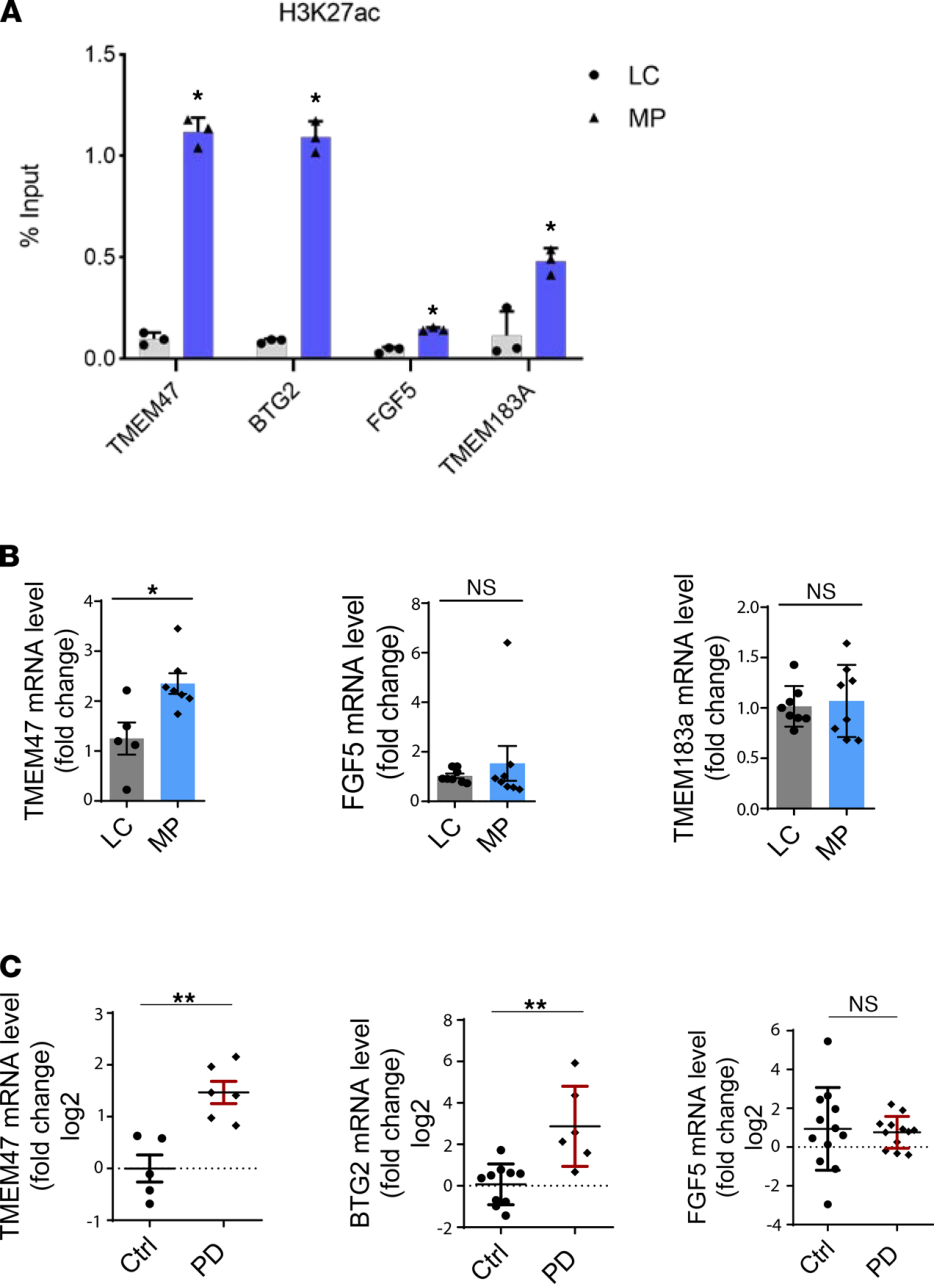
Elevated mRNA levels of selected genes in SN of MP and human PD. (**A**) ChIP-qPCR validation of higher enrichment of H3K27ac at multiple gene promoters using littermate controls (LCs) and MP mice (*n* = 4). (**B**) RT-qPCR of selected genes from integrated RNA-Seq and ChIP-Seq data in SN of LC and MP mice and (**C**) postmortem SN from age-matched human control and PD subjects with *n* = 3 (2 technical replicates). Bar graphs show mean ± SEM of unpaired 2-tailed Student *t* tests. NS, not significant; *P ≤ 0.05; **P < 0.01.

**Figure 10:**
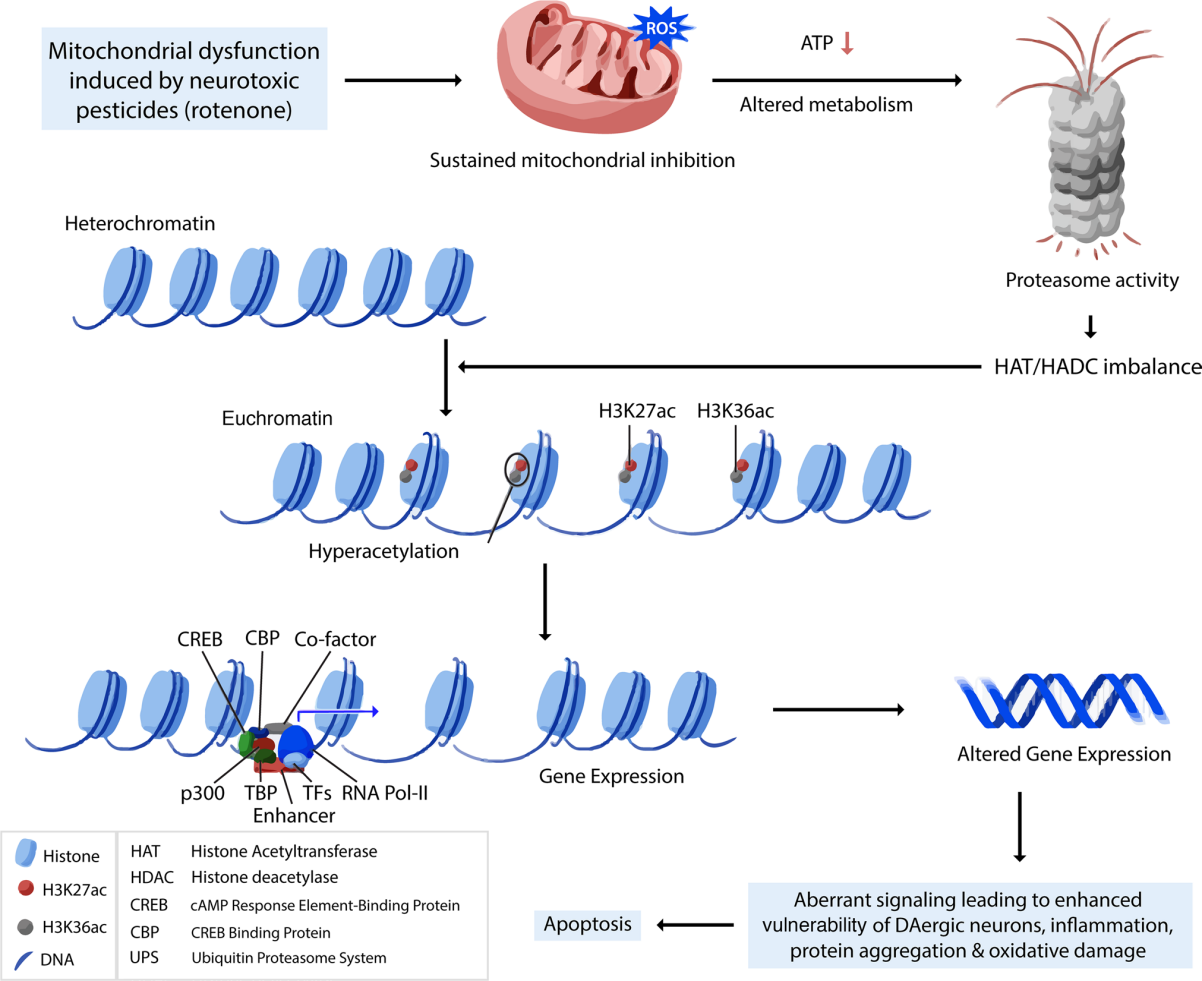
A proposed model for H3K27ac dysregulation in DAergic neurodegeneration. Mitochondrial dysfunction induces epigenetic dysregulation by H3K27 hyperacetylation, which perturbs active enhancers in PD. Mitochondrial deficit results in decreased ATP and altered metabolism. These, together with impaired proteasome activity and HDAC/HAT imbalance, induce histone hyperacetylation on the site of K27, accompanied with K36. H3K27ac dysregulation, a key dysregulation mediator, perturbs the transcriptomic profile and affects gene expression downstream through mostly promoter and enhancer regions. Altered gene expression subsequently enhances the vulnerability of DAergic neurons and eventually activates neuronal apoptosis.

**Table 1:**
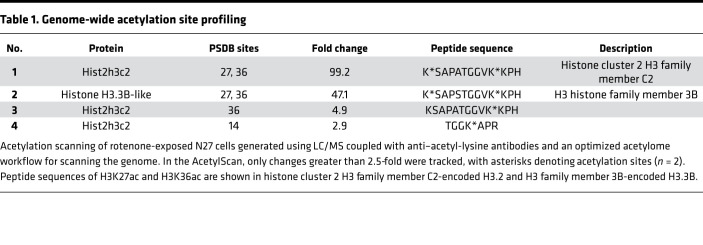
Genome-wide acetylation site profiling

## References

[1] Polymeropoulos MH (1997). Mutation in the alpha-synuclein gene identified in families with Parkinson’s disease. Science.

[2] Goldman SM (2014). Environmental toxins and Parkinson’s disease. Annu Rev Pharmacol Toxicol.

[3] Dawson TM (2010). Genetic animal models of Parkinson’s disease. Neuron.

[4] Trancikova A (2012). Mitochondrial dysfunction in genetic animal models of Parkinson’s disease. Antioxid Redox Signal.

[5] Zanon A (2018). Environmental and genetic variables influencing mitochondrial health and Parkinson’s disease penetrance. Parkinsons Dis.

[6] Wu S (2018). Mutation of hop-1 and pink-1 attenuates vulnerability of neurotoxicity in C. elegans: the role of mitochondria-associated membrane proteins in Parkinsonism. Exp Neurol.

[7] Li N (2003). Mitochondrial complex I inhibitor rotenone induces apoptosis through enhancing mitochondrial reactive oxygen species production. J Biol Chem.

[8] Cacabelos R (2017). Parkinson’s disease: from pathogenesis to pharmacogenomics. Int J Mol Sci.

[9] Song C (2010). Environmental neurotoxic pesticide increases histone acetylation to promote apoptosis in dopaminergic neuronal cells: relevance to epigenetic mechanisms of neurodegeneration. Mol Pharmacol.

[10] Song C (2011). Paraquat induces epigenetic changes by promoting histone acetylation in cell culture models of dopaminergic degeneration. Neurotoxicology.

[11] Harrison IF (2018). Pathological histone acetylation in Parkinson’s disease: neuroprotection and inhibition of microglial activation through SIRT 2 inhibition. Neurosci Lett.

[12] Song C (2019). Mechanistic interplay between autophagy and apoptotic signaling in endosulfan-induced dopaminergic neurotoxicity: relevance to the adverse outcome pathway in pesticide neurotoxicity. Toxicol Sci.

[13] Wang Z (2008). Combinatorial patterns of histone acetylations and methylations in the human genome. Nat Genet.

[14] Heintzman ND (2009). Histone modifications at human enhancers reflect global cell-type-specific gene expression. Nature.

[15] Marzi SJ (2018). A histone acetylome-wide association study of Alzheimer’s disease identifies disease-associated H3K27ac differences in the entorhinal cortex. Nat Neurosci.

[16] Borrageiro G (2018). A review of genome-wide transcriptomics studies in Parkinson’s disease. Eur J Neurosci.

[17] Li YI (2019). Prioritizing Parkinson’s disease genes using population-scale transcriptomic data. Nat Commun.

[18] Valentine MNZ (2019). Multi-year whole-blood transcriptome data for the study of onset and progression of Parkinson’s disease. Sci Data.

[19] Matilainen O (2017). Mitochondria and epigenetics — crosstalk in homeostasis and stress. Trends Cell Biol.

[20] Minocherhomji S (2012). Mitochondrial regulation of epigenetics and its role in human diseases. Epigenetics.

[21] Jin H (2014). Histone hyperacetylation up-regulates protein kinase Cδ in dopaminergic neurons to induce cell death: relevance to epigenetic mechanisms of neurodegeneration in Parkinson disease. J Biol Chem.

[22] Jin H (2011). α-Synuclein negatively regulates protein kinase Cδ expression to suppress apoptosis in dopaminergic neurons by reducing p300 histone acetyltransferase activity. J Neurosci.

[23] Miyazaki T (2012). Intracellular and extracellular ATP coordinately regulate the inverse correlation between osteoclast survival and bone resorption. J Biol Chem.

[24] Langley MR (2018). Manganese exposure exacerbates progressive motor deficits and neurodegeneration in the MitoPark mouse model of Parkinson’s disease: relevance to gene and environment interactions in metal neurotoxicity. Neurotoxicology.

[25] Curry DW (2018). Targeting AMPK signaling as a neuroprotective strategy in Parkinson’s disease. J Parkinsons Dis.

[26] Wang Z (2009). Genome-wide mapping of HATs and HDACs reveals distinct functions in active and inactive genes. Cell.

[27] Hin N (2020). Accelerated brain aging towards transcriptional inversion in a zebrafish model of the K115fs mutation of human PSEN2. PLoS One.

[28] van der Werf IM (2017). Mutations in two large pedigrees highlight the role of ZNF711 in X-linked intellectual disability. Gene.

[29] Kopp A (2012). Dmrt genes in the development and evolution of sexual dimorphism. Trends Genet.

[30] Grillner S, El Manira A (2020). Current principles of motor control, with special reference to vertebrate locomotion. Physiol Rev.

[31] Andersson LS (2012). Mutations in DMRT3 affect locomotion in horses and spinal circuit function in mice. Nature.

[32] Hoare S (1999). Identification of a GABP alpha/beta binding site involved in the induction of oxytocin receptor gene expression in human breast cells, potentiation by c-Fos/c-Jun. Endocrinology.

[33] Manna PR (2002). Regulation of steroidogenesis and the steroidogenic acute regulatory protein by a member of the cAMP response-element binding protein family. Mol Endocrinol.

[34] Vlahopoulos SA (2008). The role of ATF-2 in oncogenesis. Bioessays.

[35] Zhang X (2007). HOXC6 and HOXC11 increase transcription of S100beta gene in BrdU-induced in vitro differentiation of GOTO neuroblastoma cells into Schwannian cells. J Cell Mol Med.

[36] Borggrefe T, Oswald F (2009). The Notch signaling pathway: transcriptional regulation at Notch target genes. Cell Mol Life Sci.

[37] Kubota K (2015). Dynamic regulation of AP-1 transcriptional complexes directs trophoblast differentiation. Mol Cell Biol.

[38] Cai L (2011). Acetyl-CoA induces cell growth and proliferation by promoting the acetylation of histones at growth genes. Mol Cell.

[39] Imai S (2000). Transcriptional silencing and longevity protein Sir2 is an NAD-dependent histone deacetylase. Nature.

[40] Perillo B (2008). DNA oxidation as triggered by H3K9me2 demethylation drives estrogen-induced gene expression. Science.

[41] Hino S (2012). FAD-dependent lysine-specific demethylase-1 regulates cellular energy expenditure. Nat Commun.

[42] Sciacovelli M (2016). Fumarate is an epigenetic modifier that elicits epithelial-to-mesenchymal transition. Nature.

[43] Azhibekov TA (2011). TM4SF10 and ADAP interaction in podocytes: role in Fyn activity and nephrin phosphorylation. Am J Physiol Cell Physiol.

[44] Saminathan H (2011). Environmental neurotoxic pesticide dieldrin activates a non receptor tyrosine kinase to promote PKCδ-mediated dopaminergic apoptosis in a dopaminergic neuronal cell model. Neurotoxicology.

[45] Kaul S (2005). Tyrosine phosphorylation regulates the proteolytic activation of protein kinase Cdelta in dopaminergic neuronal cells. J Biol Chem.

[46] Panicker N (2019). Fyn kinase regulates misfolded α-synuclein uptake and NLRP3 inflammasome activation in microglia. J Exp Med.

[47] Ficazzola MA (2001). Antiproliferative B cell translocation gene 2 protein is down-regulated post-transcriptionally as an early event in prostate carcinogenesis. Carcinogenesis.

[48] Lau D, Bading H (2009). Synaptic activity-mediated suppression of p53 and induction of nuclear calcium-regulated neuroprotective genes promote survival through inhibition of mitochondrial permeability transition. J Neurosci.

[49] Berson A (2018). Epigenetic regulation in neurodegenerative diseases. Trends Neurosci.

[50] Labbé C (2016). Epigenetic regulation in Parkinson’s disease. Acta Neuropathol.

[51] Weinert BT (2014). Acetylation dynamics and stoichiometry in Saccharomyces cerevisiae. Mol Syst Biol.

[52] Baeza J (2014). Stoichiometry of site-specific lysine acetylation in an entire proteome. J Biol Chem.

[53] Choudhary C (2014). The growing landscape of lysine acetylation links metabolism and cell signalling. Nat Rev Mol Cell Biol.

[54] Svinkina T (2015). Deep, quantitative coverage of the lysine acetylome using novel anti-acetyl-lysine antibodies and an optimized proteomic workflow. Mol Cell Proteomics.

[55] Gonzalez-Reyes LE (2012). Sonic hedgehog maintains cellular and neurochemical homeostasis in the adult nigrostriatal circuit. Neuron.

[56] Siani F (2017). Influence of estrogen modulation on glia activation in a murine model of Parkinson’s disease. Front Neurosci.

[57] Stephano F (2018). Impaired Wnt signaling in dopamine containing neurons is associated with pathogenesis in a rotenone triggered Drosophila Parkinson’s disease model. Sci Rep.

[58] Kim EK, Choi EJ (2010). Pathological roles of MAPK signaling pathways in human diseases. Biochim Biophys Acta.

[59] Huang M (2019). Paraquat modulates microglia M1/M2 polarization via activation of TLR4-mediated NF-κB signaling pathway. Chem Biol Interact.

[60] Rousseau A, Bertolotti A (2018). Regulation of proteasome assembly and activity in health and disease. Nat Rev Mol Cell Biol.

[61] Bentea E (2017). The proteasome inhibition model of Parkinson’s disease. J Parkinsons Dis.

[62] Iwabu M (2010). Adiponectin and AdipoR1 regulate PGC-1alpha and mitochondria by Ca(2+) and AMPK/SIRT1. Nature.

[63] Koentges C (2015). Myocardial mitochondrial dysfunction in mice lacking adiponectin receptor 1. Basic Res Cardiol.

[64] Sodersten E (2014). Dopamine signaling leads to loss of Polycomb repression and aberrant gene activation in experimental parkinsonism. PLoS Genet.

[65] Xia P (2014). RNF2 is recruited by WASH to ubiquitinate AMBRA1 leading to downregulation of autophagy. Cell Res.

[66] Kim JM (2006). Identification of genes related to Parkinson’s disease using expressed sequence tags. DNA Res.

[67] Plagge A (2008). Physiological functions of the imprinted Gnas locus and its protein variants Galpha(s) and XLalpha(s) in human and mouse. J Endocrinol.

[68] Martos SN (2017). Two approaches reveal a new paradigm of ‘switchable or genetics-influenced allele-specific DNA methylation’ with potential in human disease. Cell Discov.

[69] Aruga J (2003). Human SLITRK family genes: genomic organization and expression profiling in normal brain and brain tumor tissue. Gene.

[70] Utami KH (2014). Detection of chromosomal breakpoints in patients with developmental delay and speech disorders. PLoS One.

[71] Gillies GE (2014). Sex differences in Parkinson’s disease. Front Neuroendocrinol.

[72] Panicker N (2019). Fyn amplifies NLRP3 inflammasome signaling in Parkinson’s disease. Aging (Albany NY).

[73] Saminathan H (2020). Fyn kinase mediates pro-inflammatory response in a mouse model of endotoxemia: relevance to translational research. Eur J Pharmacol.

[74] Creyghton MP (2010). Histone H3K27ac separates active from poised enhancers and predicts developmental state. Proc Natl Acad Sci U S A.

[75] Fu S (2018). Differential analysis of chromatin accessibility and histone modifications for predicting mouse developmental enhancers. Nucleic Acids Res.

[76] Kumar V (2013). Uniform, optimal signal processing of mapped deep-sequencing data. Nat Biotechnol.

[77] Ernst J (2011). Mapping and analysis of chromatin state dynamics in nine human cell types. Nature.

[78] Maurano MT (2012). Systematic localization of common disease-associated variation in regulatory DNA. Science.

[79] Yuniati L (2019). Tumor suppressors BTG1 and BTG2: beyond growth control. J Cell Physiol.

[80] Gómez-Pinilla F, Cotman CW (1993). Distribution of fibroblast growth factor 5 mRNA in the rat brain: an in situ hybridization study. Brain Res.

[81] Lindholm D (1994). Fibroblast growth factor-5 promotes differentiation of cultured rat septal cholinergic and raphe serotonergic neurons: comparison with the effects of neurotrophins. Eur J Neurosci.

[82] Tiwari PC, Pal R (2017). The potential role of neuroinflammation and transcription factors in Parkinson disease. Dialogues Clin Neurosci.

[83] Sun W (2016). Histone acetylome-wide association study of autism spectrum disorder. Cell.

[84] Niu W (2018). Phenotypic reprogramming of striatal neurons into dopaminergic neuron-like cells in the adult mouse brain. Stem Cell Reports.

[85] Lim DA, Alvarez-Buylla A (2016). The adult ventricular-subventricular zone (V-SVZ) and olfactory bulb (OB) neurogenesis. Cold Spring Harb Perspect Biol.

[86] Toker L, et al. Dysregulation of histone acetylation and decoupling from transcription in Parkinson’s disease [preprint]. 10.1101/785550 Posted on bioRxiv September 28, 2019

[87] Ekstrand MI (2007). Progressive parkinsonism in mice with respiratory-chain-deficient dopamine neurons. Proc Natl Acad Sci U S A.

[88] Ekstrand MI, Galter D (2009). The MitoPark mouse — an animal model of Parkinson’s disease with impaired respiratory chain function in dopamine neurons. Parkinsonism Relat Disord.

[89] Gordon R (2016). Prokineticin-2 upregulation during neuronal injury mediates a compensatory protective response against dopaminergic neuronal degeneration. Nat Commun.

[90] Li Z (2015). Distinct roles of DNMT1-dependent and DNMT1-independent methylation patterns in the genome of mouse embryonic stem cells. Genome Biol.

[91] Huang DW (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res.

[92] Kanehisa M, Goto S (2000). KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

[93] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell.

[94] Matys V (2006). TRANSFAC and its module TRANSCompel: transcriptional gene regulation in eukaryotes. Nucleic Acids Res.

How the deposited data were processed for this re-analysis (not part of the article)

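RNA of N27 rat dopaminergic neuronal cells was measured in 12 libraries, 3 each of control, rotenone-treated, CRISPR control and TFAM-KO cultures. The authors purified poly(A)-containing RNA, made strand-specific libraries and read 150-bp single ends. They removed adapters, aligned the reads to the rat genome rn6 with HISAT2 and counted them on RefSeq transcripts. The authors deposited RPKM values per transcript and library, read counts normalized to transcript length and to mapped reads, in a table for each of the 2 comparisons. The deposited tables also give the authors' log2 fold change and mean log2 abundance (logCPM), and the p-value and adjusted p-value of the authors' comparison. The paper's methods name the edgeR package for handling the alignments. For differential expression they name Student's t test with Benjamini-Hochberg adjustment. The deposited columns do not state which test gave their p-values. The deposited adjusted p-values equal the Benjamini-Hochberg adjustment of the deposited p-values. Every listed transcript has a mean of at least 3.0 RPKM in at least 1 group of its table. The authors' columns were used only for the comparisons that name the authors' deposited table. The 12 H3K27ac ChIP-Seq samples of the same series were not analysed here.

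The fold changes of 8 genes were also read from the paper's supplementary tables, of which 1999 of 8153 transcripts (rotenone) and 1999 of 8112 (TFAM-KO) could be read.

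RPKM values were used as deposited, with 0.5 added before the log2. A mean of at least 0.5 RPKM over the 6 libraries of a table was required, which left out no transcript. Each comparison was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an abundance trend), with only its own 6 libraries and no further covariate. Transcripts were called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.585, which is 1.5-fold. For single genes an exact two-sided permutation test of 3 against 3 libraries was added, whose smallest p is 0.1. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. In data simulated with 200 changed transcripts among 8153, the limma fit called 197 of the changed ones in the right direction (98.5%) and 1 of the 7953 unchanged ones. The simulated changes were of 1.0, 1.5 or 2.0 log2 units, so that share does not describe changes nearer the fold threshold. Of the unchanged ones, 5.61% had an unadjusted p under 0.05. Simulated transcripts varied independently of each other, and no library was scaled apart from the rest. These counts thus give no rate of false calls for the real data, where neighbours shifted together and scaling moved the calls.

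The number of reads per library is unknown, so no counting error could be given, and precision rests on the 3 replicates. Relative depth came from the steps between values of up to 40 weakly expressed transcripts and ranged from 0.535 in TFAM-KO replicate 2 to 1.33 in rotenone replicate 2, with control replicate 1 at 1.

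The tests, thresholds, gene lists, alternatives and the rule for the genes named were fixed before the deposited values were examined. Those named as added are exceptions. The tests of gene order and of large falls were prompted by the paper's supplementary fold changes, which come from the same libraries. The rule named the genes whose expression the paper reports or shows, Tfam, Gapdh and transcription factors of the motif section. It also named the 5 largest rises and the 5 largest falls shared by both comparisons without overlap between groups, and up to 2 members of each list that were called in both. Some of the list members are not reported here. Of 15 genes named in advance, 12 are in both tables, and Znf711, Dmrt1 and Dmrt3 are in neither.

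Since GO and KEGG terms were not used here, 14 lists of gene symbols were written by hand: AMPK signaling, the ERK1 and ERK2 cascade, NF-κB signaling, PI3K/AKT signaling, TNF signaling, Wnt signaling, apoptosis, cholesterol metabolism, cilium assembly, protein quality control in the endoplasmic reticulum, hypoxia response, oxidative stress response, the proteasome and respiratory chain complex I. Between 38 and 59 genes per list were found in at least 1 table. Symbols were matched as listed, and otherwise through older symbols. One-sided Fisher's exact tests used all transcripts of a table, or all transcripts in both tables, as background, with adjustment over 28 tests. Limma's camera (preset correlation 0.01), camera with the correlation estimated, and fry were run beside them.

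Gene order came from the GRCr8 assembly, which is another build than the rn6 build of the authors, so only names and neighbours were taken from it. Of the symbols in both tables, 7970 were placed. The variance of the running median of the log2 fold change over 25 genes was compared with 1000 shuffles of gene order, with 11 and 51 genes as other windows.

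The alternatives were a pseudocount of 0.1 or 1; no filter, or a mean of at least 1 or 5 RPKM; median-of-ratios scaling; quantile normalization; leaving out ribosomal RNA and rescaling; an ordinary equal-variance linear model per transcript; limma without trend; treat; 1 transcript per symbol; a replicate block; and leaving out each library in turn. Added after seeing the data were principal component analyses without each library, a test of the difference between the responses over the 12 libraries, the search for runs of neighbouring genes, the correlation of the running medians in shuffled orders, the subtraction of the median of 24 neighbours, the test for RNA without a poly(A) tail, the comparison of the authors' p-values with abundance and with replicate spread, and the count of other splits of the libraries. The splits were counted over the 10 possible splits of a table and over 100 regroupings of the 12 libraries.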

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

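Of the tests in this part, those of the single runs, of the correlation in shuffled orders and of the subtraction of neighbours were chosen only after the result was seen. The fit that leaves out the called transcripts was planned, and how it was read was settled after its result was seen.

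Neighbouring genes shifted together in both comparisons, in data that the paper does not analyse by gene order. Over 7970 genes in the order of the GRCr8 assembly, the variance of the running median of the log2 fold change over 25 genes was 4.74 times the median of shuffled orders with rotenone. In TFAM-KO cells it was 4.196 times that median, and 0 of 1000 shuffles reached either variance. The running medians of the comparisons had a Pearson's r of 0.9538 across positions, which overlap and are not independent. As the fold changes of single genes already correlate, shuffled orders gave a median r of 0.7857, from 0.7262 to 0.8261, and 0 of 1000 reached 0.9538. The medians of the 21 chromosomes with at least 25 genes ran from -0.08 to 0.50 with rotenone and from -0.08 to 0.54 in TFAM-KO cells.

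In 11 runs the running median lay beyond that of every shuffle in both comparisons, 9 higher and 2 lower, and 6 of them held a single gene. The longest were the 37 genes from Mthfd1 to Ptgr2, with medians of 0.76 with rotenone and 0.78 in TFAM-KO cells, and the 31 genes from Ube2t to Rnf2, with medians of 0.92 and 0.95. In the first, 35 genes were higher in both comparisons and 22 were called in both, and in the second 31 and 24. The runs hold 55 of the 1116 shared calls that could be placed, but the pattern is wider than the runs. Calls per chromosome and direction were compared in 84 two-sided Fisher's exact tests with Benjamini-Hochberg adjustment. In 28 of these there were more or fewer calls than on the other chromosomes, at an adjusted p of at most 0.05. Fisher's exact test takes the genes of a chromosome as independent. As neighbours shift together they are not, so these p-values and their count overstate the evidence. The chromosomes with the 3 highest medians with rotenone, 0.50, 0.36 and 0.33, hold 346, 514 and 220 placed genes. Of these, 145, 131 and 50 were called higher with rotenone (adjusted p = 1.22e-49, 9.4e-20 and 6.55e-06 in Fisher's exact test with Benjamini-Hochberg adjustment). On the chromosome with the lowest median, -0.08, lower calls were enriched with rotenone and in TFAM-KO cells. Their adjusted p-values were 2.46e-06 and 4.53e-06 in the same Fisher's exact test with Benjamini-Hochberg adjustment. With rotenone, higher calls were also enriched there, at 41 of 243 placed genes (adjusted p = 0.022 in that test). In TFAM-KO cells higher calls were not (adjusted p = 0.406 in that test).

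The shift of neighbouring genes was not confined to the called transcripts. The fit without them cannot decide whether the called genes respond regardless of their neighbours, since it leaves them out. With the called transcripts left out, the variance of the running median over the remaining 6146 genes was still 2.516 times that of shuffled orders with rotenone and 2.26 times in TFAM-KO cells. A difference in scaling between libraries moves all genes alike and so cannot make some neighbourhoods differ from others. A difference in chromosome copy number between treated and control cultures is a candidate explanation. It would raise the variance above that of shuffled orders, and the ratios were 4.74 and 4.196. What size of ratio it would give was not computed. The test was fixed before the deposited values were read. It was prompted by neighbours seen high in both comparisons in the paper's supplementary fold changes, which come from the same libraries. The correlation of 0.9538, above that of every shuffled order, places the shifts at the same genes in both comparisons, and does not tell copy number from other shifts of neighbouring genes.

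Shifts of whole neighbourhoods do not account for most of the lower calls. The median of their 24 neighbours was typically 0.05 in both comparisons, against 0.12 with rotenone and 0.14 in TFAM-KO cells for all placed genes. The neighbours thus lay below the rest by less than 0.1, where the fold threshold is 0.585. Of the 347 shared lower calls placed, 300 (86.455%) stayed past the fold threshold in both comparisons after the median of the neighbours was subtracted, and all 347 after the median of all placed genes was subtracted. As these medians lie above 0, subtracting them favours staying past the threshold, and losses much shorter than the 24 neighbours are not excluded. For the shared higher calls it stays open: 266 of 769 (34.59%) stayed past the threshold. The median of their neighbours was typically 0.27 with rotenone and 0.29 in TFAM-KO cells. These lay above the 0.12 and 0.14 of all placed genes and short of the fold threshold. Subtracting the median of all placed genes left 448, of which 225 also stayed past it after the neighbours' median was subtracted. A response that acts on stretches of chromatin could also give this pattern, and cannot be told apart from copy number here: 40 of the 41 genes from Btg2 to Edem3 were higher in both comparisons, and no measure of DNA content was analysed. GC content, which also varies along chromosomes, was not tested, since no genome sequence was used here. Rotenone and TFAM loss, the conditions of the design, remain untested as the source of the pattern. No value here separates either from other differences between treated and control cultures.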

How the results depend on the processing

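Of the alternatives in this part, the principal component analyses that each left out a library were chosen after seeing the data. The settings of no filter and of a mean of at least 1 RPKM left out no transcript, so they test nothing.

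Scaling moved the direction of the calls. With rotenone, 67.7% of the calls were higher in the RPKM values, 45.8% under median-of-ratios scaling, 49.4% under quantile normalization and 41.6% with ribosomal RNA left out and the libraries rescaled to equal sums, which is itself a change of scaling. In TFAM-KO cells these shares were 71.3%, 47.9%, 50.1% and 47.8%. In that order of the alternatives, the higher calls with rotenone numbered 573, 617 and 524 in place of 927, and the lower calls 678, 631 and 736 in place of 443. In TFAM-KO cells the higher calls numbered 735, 772 and 732 in place of 1190, and the lower calls 798, 768 and 800 in place of 478. The shared higher calls numbered 458, 482 and 425 in place of 771, and the shared lower calls 550, 528 and 581 in place of 348. These alternatives shifted the median log2 fold change of all transcripts by -0.12, -0.12 and -0.15 with rotenone and by -0.14, -0.13 and -0.14 in TFAM-KO cells. That shift accounts for calls lost on the higher side and gained on the lower side, where the thresholds stayed in place. All transcripts called lower in the RPKM values were also called lower under each of the 3 scalings.

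Treat, which tests against the fold threshold, left 188 higher and 133 lower calls with rotenone, 259 and 128 in TFAM-KO cells, and 141 and 94 shared. The alternatives other than treat and the scalings above kept these counts within 1.5 times. A pseudocount of 0.1 gave 1009 and 483 calls with rotenone, and one of 1 gave 836 and 396. In fits that each left out 1 library, the higher calls ran from 809 to 1068 with rotenone and from 1042 to 1491 in TFAM-KO cells, and the lower calls from 442 to 458 and from 444 to 521. The shared calls ran from 671 to 822 for higher and from 325 to 348 for lower.

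The agreement between the comparisons moved little. Across all settings Pearson's r stayed between 0.9325 and 0.9466 and Spearman's rho between 0.9103 and 0.9306. With 1 library left out, rho ran from 0.9103 to 0.9301. The share of transcripts with the same sign was 88.6% under median-of-ratios scaling, 88.3% under quantile normalization and 88.7% with ribosomal RNA left out, and from 88.1% to 90.1% with 1 library left out. PC1 carried from 80.1% to 83.2% of the variance in the rotenone table and from 80.5% to 87.2% in the TFAM-KO table with 1 library left out, the last without CRISPR control replicate 3. Tfam was not called under any setting, with log2 fold changes from 0.01 to 0.16 and, with 1 library left out, from 0.07 to 0.26.

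The gene lists depended on the setting. With rotenone 4 tests passed, and 2 under median-of-ratios scaling, 2 under quantile normalization, 1 with ribosomal RNA left out and 0 under treat, and from 2 to 5 with 1 library left out. In TFAM-KO cells 5 passed, and 2 with a mean of at least 5 RPKM, 3 with ribosomal RNA left out and 1 under treat, and from 1, without CRISPR control replicate 3 or TFAM-KO replicate 2, to 6 with 1 library left out. Of the shared calls 5 tests passed, and 3 with a mean of at least 5 RPKM, 2 under median-of-ratios scaling, 2 under quantile normalization, 0 with ribosomal RNA left out and 0 under treat, and from 3, without rotenone replicate 3, to 5 with 1 library left out. The camera result for cilium assembly with rotenone was lost without control replicate 2, which left 0 lists, and the range was 0 to 1. In TFAM-KO cells camera passed 0 lists throughout. Among the single lists 79 results changed, 74 weaker and 5 stronger, and the cause was not tested.

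Neighbouring genes shifted together at each window: the variance ratio was 2.675 with 11 genes and 8.193 with 51 with rotenone, and 2.444 and 6.918 in TFAM-KO cells. With called transcripts left out it was 2.516 and 2.26. The number of large falls with rotenone was 11, 12 with a pseudocount of 0.1 and 5 with a pseudocount of 1, which shrinks the fold change of a gene near 0 by its construction.

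Among the genes named, 42 results changed, 37 weaker, 4 stronger and 1 reversed. Gapdh with rotenone went from -0.05 to 0.0277 without control replicate 2 and was not called in either fit. Of the weaker results 17 were under treat. Rbpj with rotenone, Psmb8 in TFAM-KO cells and Acad9 in both lost the call under all 3 scalings. Acad9 also lost it without control replicate 3, without CRISPR control replicate 1 and without TFAM-KO replicate 3. Fosl1 in TFAM-KO cells lost it with a pseudocount of 1 (-0.58), without CRISPR control replicate 3 (-0.57) and without TFAM-KO replicate 2 (-0.49).

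The libraries share replicate numbers, but the numbers do not pair them. The deviations from the group means of libraries with the same number correlated at -0.087, 0.137 and 0.296 in the rotenone table and at -0.165, 0.030 and -0.164 in the TFAM-KO table. With a replicate block, 929 transcripts were called higher and 443 lower with rotenone, 1197 and 481 in TFAM-KO cells, and 773 and 349 in both.

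Depth limits the weakly expressed genes most in the TFAM-KO table, where the relative depth fell to 0.535, and genes with less than 3.0 RPKM in both groups of a table are not listed.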

Differences from the paper's values

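No alternative in this part was chosen after the result was seen. The paper's supplementary fold changes were read for 8 genes from the readable part of the tables.

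The paper reports 767 transcripts downregulated by rotenone, where 443 were called here, and 862 downregulated in TFAM-KO cells, where 478 were called. It reports 509 upregulated and 619 downregulated genes shared by both models, where 771 and 348 were found. Median-of-ratios scaling, quantile normalization and leaving out ribosomal RNA each brought all 4 counts within 1.5 times the paper's values, at 678, 631 and 736 for the first, 798, 768 and 800 for the second, 458, 482 and 425 for the third and 550, 528 and 581 for the fourth. No other alternative did so for the lower counts. For the shared higher count, a pseudocount of 1 (689), a mean of at least 5 RPKM (632), the ordinary equal-variance model (698) and 6 of the 12 fits that left out 1 library also did. The paper's 644 and 813 upregulated genes, against 927 and 1190 here, lie within 1.5 times. Both counts left that range with a pseudocount of 0.1 (1009 and 1270) and under treat (188 and 259). The rotenone count also left it without control replicate 2 (1068) and without rotenone replicate 1 (1003). The TFAM-KO count left it without CRISPR control replicate 3 (1491).

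Log2 fold changes were higher here than the paper's for 11 of 16 values compared, by more than the replicate SD. With rotenone they were 1.25 against the paper's 1.11734 for Adipor1, 1.19 against 1.07781 for Btg2, 1.07 against 0.944156 for Gnas, 2.32 against 2.20454 for Rnf2, 1.71 against 1.59507 for Tmem183a and 0.95 against 0.835688 for Ptgs2. In TFAM-KO cells they were 1.16 against the paper's 1.02429 for Adipor1, 1.18 against 1.05128 for Btg2, 1.01 against 0.876083 for Gnas, 1.74 against 1.60987 for Tmem183a and 1.26 against 1.15097 for Ptgs2. Over the 16 values the median difference was 0.12. Median-of-ratios scaling, quantile normalization and leaving out ribosomal RNA each closed all 11 gaps. For Tmem47 with rotenone, whose 2.51 lay within the replicate SD of the paper's 2.56303, a gap opened under median-of-ratios scaling (2.39), with ribosomal RNA left out (2.37) and with a pseudocount of 1 (2.35). A pseudocount of 1 also closed those of Btg2 in both comparisons, Rnf2 with rotenone and Tmem183a in TFAM-KO cells. Single fits without 1 library closed those of Btg2 in both, Rnf2 with rotenone, Tmem183a in both and Ptgs2 in TFAM-KO cells (without CRISPR control replicate 3). No other alternative closed a gap.

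Several of the paper's statements on biological processes have no counterpart in the gene lists used here, which are not the paper's GO and KEGG terms. The paper names NF-κB, apoptosis, protein quality control in the endoplasmic reticulum and stress responses for rotenone, where none of the matching lists passed and the smallest adjusted p was 0.0805, for hypoxia response, followed by 0.241 for NF-κB signaling (Fisher's exact test with Benjamini-Hochberg adjustment). No alternative brought NF-κB signaling, apoptosis, the endoplasmic reticulum list or the oxidative stress response past the threshold with rotenone. Hypoxia response passed in the ordinary equal-variance model, at an adjusted p of 0.0459, and without control replicate 1, at 0.0351. The paper names neuron apoptosis and protein catabolism among shared upregulated genes, where the apoptosis list had an adjusted p of 0.357 and the proteasome list had fewer genes than expected. It names the ERK1/2 cascade, NF-κB and oxidative stress among shared downregulated genes. There the smallest adjusted p of any list was 0.671, for Wnt signaling (Fisher's exact test with Benjamini-Hochberg adjustment), and no alternative passed a list. It also names ubiquitination and branching structure there, for which no list was tested. It names AMPK signaling among the pathways of shared genes, where the adjusted p was 0.245. AMPK signaling passed for TFAM-KO cells alone without TFAM-KO replicate 1, at 0.0329, and without TFAM-KO replicate 3, at 0.0492, against 0.102 with all libraries. In the paper's figure of the enriched terms, NF-κB stands among the downregulated genes, where the list here had 8 higher calls and 1 lower call with rotenone.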

Other observations

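Of the tests in this part, those of other splits of the libraries, of the difference between the responses, of RNA without a poly(A) tail and of the spread in the authors' test were chosen only after the result was seen.

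In each table the split into treated and control libraries was the only one of the 10 splits of the 6 libraries to call any transcript, so 1 of 10 gave as many calls with rotenone and 1 of 10 in TFAM-KO cells. With 3 libraries against 3 this share cannot go below 0.1. For camera, 6 of the 10 splits gave as many lists as the 1 list with rotenone, and all 10 of 10 as many as the 0 lists in TFAM-KO cells.

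The comparisons share most of their calls, and the difference between the responses was small. Of 8005 transcripts, 0 differed between the responses at an adjusted p of at most 0.05 (limma with Benjamini-Hochberg adjustment) and 380 at an unadjusted p under 0.05, against 400.2 by chance. All 100 of 100 regroupings of the 12 libraries gave as many transcripts, as any number equals or passes 0, and the largest gave 2038. A candidate explanation is that both treated cultures come from a common subline of the cells and both controls from another, which the 380 transcripts leave room for. A response common to rotenone and to TFAM loss, which is the paper's reading, gives the same number, and no value here parts these readings.

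A response within 3 hours of exposure was examined through the largest falls. With rotenone, 11 transcripts with a control mean of at least 5 RPKM fell by more than 3 log2 units, and all 11 fell by at least 1 log2 unit in TFAM-KO cells too, 9 of them by more than 3. The median of the 11 was -3.68 with rotenone and -3.62 in TFAM-KO cells. The largest on the log2(RPKM + 0.5) scale, that of Gja1, needs a half-life of 0.5843 h if transcription stopped at the start of a 3-hour exposure. Which fall is largest depends on the pseudocount: with 0.1 it is that of Sema3d, at -6.61, which needs 0.454 h. Whether these mRNAs could decay so fast cannot be told from these data, since no half-lives were measured and the paper's text does not restate the exposure time for the RNA libraries.

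18S ribosomal RNA (Rn18s) was at 887 RPKM in replicate 1 of the CRISPR controls and between 14.0 and 40.2 RPKM in the other 11 libraries. Rpph1, the RNA of ribonuclease P, was at 31.0 RPKM in the same library and at most 0.997 RPKM in the other 5 of that table. A candidate explanation is RNA without a poly(A) tail carried over in this library. In a list of 15 histone genes tried at first, which held variants with a poly(A) tail, the median log2 ratio over the other 2 replicates was -0.02. After that result was seen, the list was corrected to 8 replication-dependent histone genes, whose median was 0.4453, with 5 of 8 above the other replicates. The next highest library was at 0.20, but CRISPR control replicate 2 was at -0.56, so the spread between libraries is as large, and the question stays open. These genes are near-identical copies that share reads. No biological explanation was tested, as the other replicates of the group do not share the pattern.

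The p-values of the authors' deposited table follow abundance more closely than the spread between replicates. The standard error that the deposited p-value implies was computed for transcripts of the rotenone table past the fold threshold in the authors' deposited values. Those with extremely small p-values were left out. Across these transcripts, that standard error had a Spearman's rho of 0.9945 with low abundance and of 0.459 with the SD between replicates. The limma standard error had a rho of 0.923 with that SD, from which it is itself computed. This is consistent with a test that uses a common spread for transcripts of similar abundance. Of the called transcripts in the authors' deposited table, 45 with rotenone and 41 in TFAM-KO cells have groups that overlap. Rn18s in TFAM-KO cells has a log2 fold change of -3.59 and p = 7.22e-263 in the authors' deposited table, and -1.43 with an adjusted p of 0.328 in limma with Benjamini-Hochberg adjustment.

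Of the 15 genes fixed in advance, 12 were in the tables, and 9 were called with rotenone and 10 in TFAM-KO cells. The counts were the same adjusted over the list alone. Ptgs2, whose transcript the paper measures in MitoPark mice, rose from 20.0 to 39.1 RPKM with rotenone and from 12.6 to 31.0 RPKM in TFAM-KO cells, with log2 fold changes of 0.95 and 1.26, and its neighbours had medians of 0.93 and 1.02. Rbpj rose by 0.65 and 0.85, and Fosl1 fell by 0.40 with rotenone, short of the threshold, and by 0.60 in TFAM-KO cells. Tfam rose by 0.31 with rotenone and was not called.

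The other large falls were -5.07 and -4.67 for Sema3d, -4.62 and -4.87 for Msln, -4.55 and -4.84 for Fst and -4.64 and -4.58 for Grb10, with rotenone and in TFAM-KO cells. Of the list members called in both, Npc2 rose by 1.14 and 0.98, Fdps by 1.03 and 1.00 and Acad9 by 0.66 and 0.61. Further runs of neighbouring genes were the 7 genes from Skp2 to Amacr with medians of -0.42 and -0.43 and the 5 genes from Rit1 to Ash1l with medians of 1.05 and 0.89.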
